# A nonrandomized trial of vitamin D supplementation for Barrett’s esophagus

**DOI:** 10.1371/journal.pone.0184928

**Published:** 2017-09-18

**Authors:** Linda C. Cummings, Prashanthi N. Thota, Joseph E. Willis, Yanwen Chen, Gregory S. Cooper, Nancy Furey, Beth Bednarchik, Bronia M. Alashkar, John Dumot, Ashley L. Faulx, Stephen P. Fink, Adam M. Kresak, Basel Abusneineh, Jill Barnholtz-Sloan, Patrick Leahy, Martina L. Veigl, Amitabh Chak, Sanford D. Markowitz

## Abstract

**Background:**

Vitamin D deficiency may increase esophageal cancer risk. Vitamin D affects genes regulating proliferation, apoptosis, and differentiation and induces the tumor suppressor 15-hydroxyprostaglandin dehydrogenase (PGDH) in other cancers. This nonrandomized interventional study assessed effects of vitamin D supplementation in Barrett’s esophagus (BE). We hypothesized that vitamin D supplementation may have beneficial effects on gene expression including 15-PGDH in BE.

**Methods:**

BE subjects with low grade or no dysplasia received vitamin D_3_ (cholecalciferol) 50,000 international units weekly plus a proton pump inhibitor for 12 weeks. Esophageal biopsies from normal plus metaplastic BE epithelium and blood samples were obtained before and after vitamin D supplementation. Serum 25-hydroxyvitamin D was measured to characterize vitamin D status. Esophageal gene expression was assessed using microarrays.

**Results:**

18 study subjects were evaluated. The baseline mean serum 25-hydroxyvitamin D level was 27 ng/mL (normal ≥30 ng/mL). After vitamin D supplementation, 25-hydroxyvitamin D levels rose significantly (median increase of 31.6 ng/mL, p<0.001). There were no significant changes in gene expression from esophageal squamous or Barrett’s epithelium including 15-PGDH after supplementation.

**Conclusion:**

BE subjects were vitamin D insufficient. Despite improved vitamin D status with supplementation, no significant alterations in gene expression profiles were noted. If vitamin D supplementation benefits BE, a longer duration or higher dose of supplementation may be needed.

## Introduction

Esophageal adenocarcinoma (EAC) has risen markedly in incidence in the United States over the last several decades.[1, 2] Risk factors for EAC include its precursor lesion, Barrett’s esophagus (BE); gastroesophageal reflux disease;[3] male gender;[4] and obesity.[5] EAC typically develops through a stepwise progression from metaplasia to dysplasia to adenocarcinoma; cellular proliferation has also been correlated with neoplastic progression. Given the poor prognosis of EAC with a 5-year relative survival rate of 20% overall and 40% even when it is localized,[6] prevention would be ideal. Prevention through endoscopic ablation of BE reduces the risk of EAC but does not completely eliminate it and can be complicated albeit rarely by recurrent dysplasia, strictures, or buried BE glands beneath neosquamous epithelium.[7] In light of these limitations, chemoprevention is an appealing approach.

Previous chemoprevention studies in the field have focused on non-steroidal anti-inflammatory drugs (NSAIDs), which are associated with reduced EAC incidence in BE patients.[8–10] NSAIDs inhibit prostaglandins through suppression of cyclooxygenase-1 (COX-1) and cyclooxygenase-2 (COX-2),[11] the latter of which is overexpressed in BE and EAC.[12] Prostaglandin E2 (PGE2), a pro-inflammatory prostaglandin regulated by the COX-2 pathway, has been associated with proliferation[13] and cellular migration[14] in BE and EAC. Although short-term treatment with high dose aspirin, a COX inhibitor, in combination with the proton pump inhibitor (PPI) esomeprazole decreases BE mucosal PGE2 levels,[15] chronic NSAID use can be complicated by gastrointestinal toxicity. Celecoxib, a COX-2 inhibitor, was not found to prevent progression of dysplastic BE to EAC,[16] and also may raise the risk of cardiovascular disease.[17]

An alternative chemopreventive approach is to target Hydroxyprostaglandin Dehydrogrenase 15-(NAD) (Entrez Gene name HPGD/Gene ID 3248, also known as 15-PGDH) to increase PGE2 breakdown. PGDH is a tumor suppressor involved in the degradation of PGE2 and, thus, is a direct antagonist of the COX-2 pathway of PGE2 production. Low 15-PGDH levels are associated with progression of bladder cancer[18] and gastric cancer,[19] and resistance to the chemopreventive effects of celecoxib in the colon.[20] In the esophagus, low 15-PGDH levels are associated with EAC[21] and high grade dysplasia (HGD) in BE.[22] Restoration of 15-PGDH expression suppresses growth of esophageal cancer cell lines.[21] Vitamin D has been shown to induce 15-PGDH in some cancers.[23, 24] Vitamin D is a group of prohormones, including vitamin D_2_ (ergocalciferol) and vitamin D_3_ (cholecalciferol), integrally involved in calcium homeostasis and bone metabolism. Vitamin D, in its active form as calcitriol, binds vitamin D receptor (VDR) to form a complex that acts as a transcription factor, regulating multiple downstream pathways involved in proliferation, apoptosis, and differentiation. Calcitriol and its analogs exhibit anti-proliferative effects in various cancer cell lines.[25, 26] Vitamin D deficiency has been associated with insulin resistance, obesity,[27] and increased risk for esophageal cancer.[28] We hypothesized that vitamin D supplementation may have beneficial effects on gene expression (including 15-PGDH expression) in BE. Our primary aim was to assess the effects of vitamin D supplementation on 15-PGDH expression in BE. Secondary aims were to evaluate the effects of vitamin D supplementation on vitamin D status and global gene expression. These endpoints were assessed before and after vitamin D supplementation in BE patients with no or low grade dysplasia (LGD) for 12 weeks.

## Materials and methods

We conducted a multicenter, non-randomized interventional pilot study of vitamin D_3_ supplementation in BE patients (ClinicalTrials.gov NCT 01465113, https://clinicaltrials.gov/ct2/show/NCT01465113). The study involved 4 hospitals in the Cleveland, Ohio metropolitan area in the United States: University Hospitals Cleveland Medical Center (UHCMC), the coordinating site; Cleveland Clinic; Louis Stokes Cleveland Veterans Affairs Medical Center; and University Hospitals Ahuja Medical Center. UHCMC and Cleveland Clinic are partner institutions of the National Cancer Institute-designated Case Comprehensive Cancer Center (Case CCC). Prior to seeking Institutional Review Board (IRB) approval, the protocol underwent scientific review by the Case CCC Protocol Review and Monitoring Committee as is routinely done for cancer-related studies at our institution. This study was approved by the IRB at the coordinating center (University Hospitals Cleveland Medical Center) and participating sites (Cleveland Clinic and Louis Stokes Cleveland Veterans Affairs Medical Center).

### Study population

Potential study subjects were identified from gastroenterology clinic or from the outpatient endoscopy lab schedule. The latter were contacted prior to the date of endoscopy to ascertain interest. Patients with long-segment (≥3 cm) or short-segment (<3 cm) BE based on previous biopsies showing distal esophageal intestinal metaplasia were included. Written informed consent was obtained. Because the study was intended to focus on chemoprevention, BE patients with EAC or previous ablation therapy were excluded. BE patients with HGD treated with a shorter course of vitamin D were initially included in a separate study arm, but because of difficulty with accrual due to exclusion of prior ablation, those results are not included. Other exclusion criteria included: pregnancy, age <18 years, Child’s B cirrhosis, chronic kidney disease (creatinine ≥3.0 mg/dL), history of allergic reaction to study drugs, hypercalcemia, and inability to provide informed consent. Patients unable to abstain from NSAIDs/aspirin for the duration of the study were initially excluded; this restriction was later removed to enhance accrual. Subjects unable to abstain from NSAIDs/aspirin were instructed to stay on a stable dose from 1 week prior to the initial endoscopy until the second endoscopy. Patients who had taken >2000 IU/day of vitamin D supplementation for ≥4 weeks were excluded. Information regarding current use of calcium and vitamin D supplements was obtained. Subjects were provided gift cards at study completion as recompense for the time entailed in participation.

### Intervention

A diagram of the flow of subjects through the trial is displayed in Fig 1. Following pre-registration (signing the informed consent form), participation began with a 28-day run-in period with a PPI (omeprazole 20 mg orally daily, or equivalent) to minimize esophagitis, which can cause histologic changes that can be mistaken for dysplasia. The run-in period was shortened in patients already taking a daily PPI. Following the run-in period, subjects underwent a baseline esophagogastroduodenoscopy (EGD) for clinical assessment of BE. During the EGD, the endoscopic appearance of salmon-colored mucosa and linear length of hiatal hernia were noted. Four quadrant surveillance biopsies were obtained in the salmon-colored segment and submitted to pathology. In addition to biopsies obtained for BE surveillance, esophageal research biopsies were obtained from salmon-colored mucosa and normal squamous mucosa ≥2 cm proximal to the squamocolumnar junction. Blood was obtained for determination of fasting serum 25-hydroxy (25-OH) vitamin D. Height and weight were noted. Waist and hip circumference were measured through a standardized protocol as previously described.[29]

**Fig 1:**
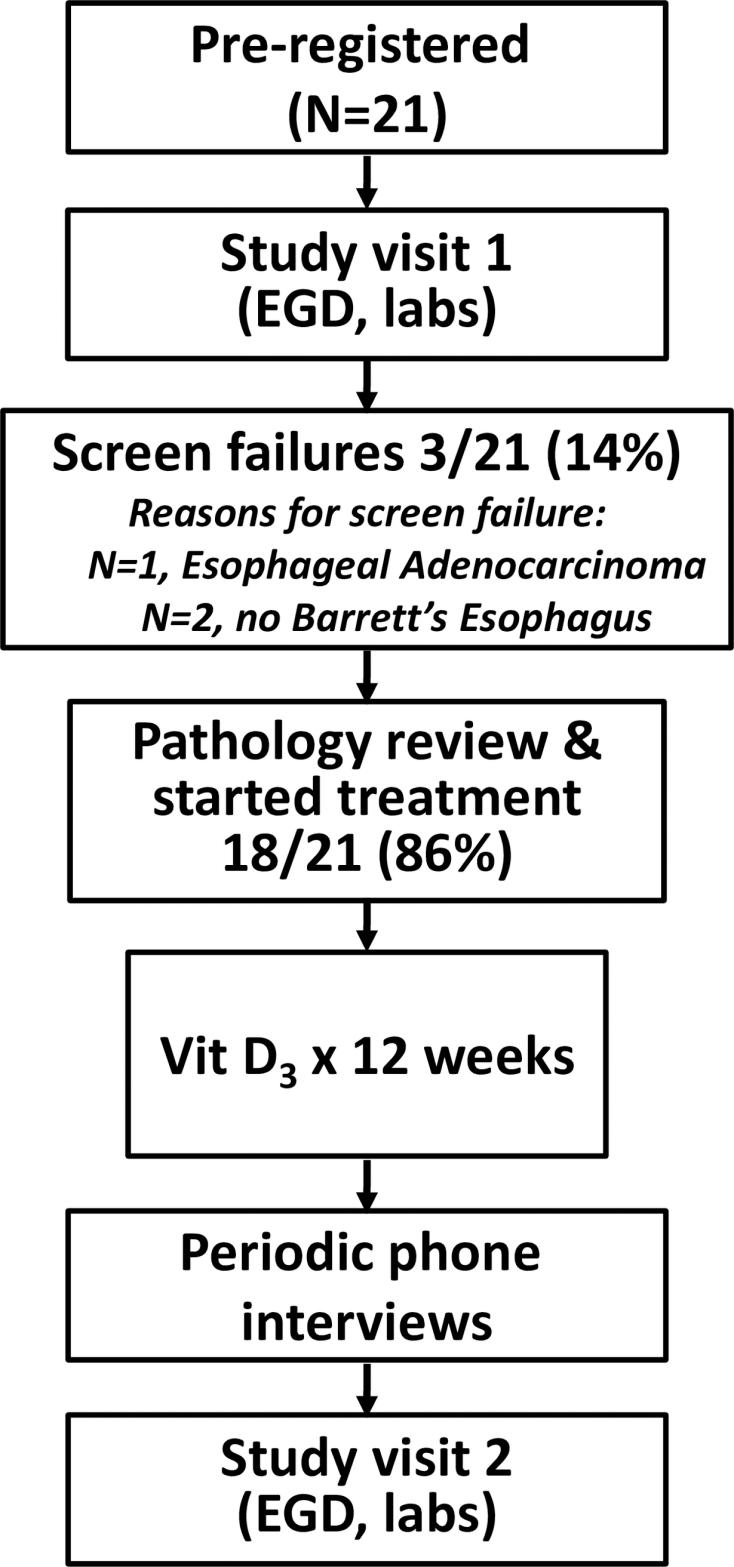
Participant flow diagram. EGD, esophagogastroduodenoscopy. Vit D_3_, vitamin D_3_.

Based on pathology review of the biopsies obtained for clinical care, subjects with no dysplasia or LGD were treated with vitamin D_3_ 50,000 IU orally weekly for 12 weeks. This intervention was based on dosing commonly used for vitamin D deficiency and provides a total 600,000 IU dose, which appears to be the minimal dose that most effectively achieves a 25-OH vitamin D level ≥30 ng/mL.[30] Weekly dosing was chosen over daily dosing for convenience; a prior study found that post-supplementation 25-OH vitamin D levels did not differ significantly among subjects receiving daily, weekly, or monthly regimens providing the same total dose.[31] Following supplementation with Vitamin D_3_, subjects completed a second study visit including repeat blood sampling for fasting serum 25-OH vitamin D and a repeat EGD during which research biopsies were obtained. Study drug compliance was assessed using pill counts and medication diaries. In addition, telephone interviews were conducted 2, 6, and 10 weeks after the baseline study endoscopy to assess compliance and monitor for adverse events.

### Sample processing and analysis

#### Tissue samples

Up to 6 biopsies from salmon-colored mucosa and up to 6 biopsies from normal esophageal squamous mucosa were obtained for research purposes at each endoscopy. Research mucosal biopsies were immediately snap frozen in cryogenic vials on dry ice or liquid nitrogen in the endoscopy lab during the EGD and stored at -80°C until ready for processing. Tissue samples were fixed in formalin, embedded in paraffin, sectioned, and stained for hematoxylin and eosin (H & E) in the Case CCC Tissue Procurement and Histology Core Facility. Immunohistochemical staining for 15-PGDH in intestinal metaplasia samples was also performed in the Case CCC Tissue Procurement and Histology Core Facility as detailed in Supplementary Methods. Slides were reviewed for histology and immunohistochemical staining for 15-PGDH by an expert gastrointestinal pathologist (J.E.W.) who was blinded to vitamin D treatment status (pre- versus post-supplementation). Immunohistochemical staining for 15-PGDH was graded as weak/negative, moderate, or high.

#### RNA isolation

RNA was isolated from frozen BE and normal squamous mucosal specimens in 3 batches using the mirVana miRNA Isolation Kit (Life Technologies, Carlsbad, CA) with modifications as detailed in Supplementary Methods. RNA concentration was determined using a NanoDrop-1000 Spectrophotometer (NanoDrop, Wilmington, DE).

#### Gene expression microarrays

Microarray expression analysis was carried out in the Case CCC Gene Expression and Genotyping Facility (GEGF). During sample preparation and processing, GEGF staff were blinded to vitamin D treatment status (pre- versus post-supplementation). Sample preparation is further detailed in Supplementary Methods. The Affymetrix GeneChip Human Gene 1.0 ST Array contains 32,321 probesets covering an estimated 28,869 transcripts;[32] the Affymetrix platform uses multiple probes (average is 26) to quantitate each individual transcript. The probeset for 15-PGDH has 28 unique probes arrayed along the length of the transcript. Processed arrays were scanned in the Affymetrix GeneChip Scanner 3000 7G with Autoloader for image acquisition. Because acquisition of normal esophageal samples was added to the protocol after study activation, there were 70 microarray samples (36 intestinal metaplasia samples and 34 normal squamous samples).

A quality control check was performed through Affymetrix’s Expression Console, where it was determined that 67 of 70 samples passed standard acceptable limits and were held within acceptable boundaries according to manufacturer default standards. Three samples displayed a Positive versus Negative Area Under the Curve (AUC) >2 Standard Deviations below the average and were eliminated along with their matched pairs. The remaining 64 samples, consisting of 34 intestinal metaplasia samples and 30 normal squamous samples, displayed an AUC between 0.65 and 0.85 and were retained in the data set for further analysis. Robust Multi-Chip Analysis (RMA) was used to normalize all expression values. Affymetrix probe set IDs were mapped to gene names using the HuGene-ST 1.0 NetAffx annotation file provided on the Affymetrix website.

#### Serum

Serum was extracted and stored at -80°C until analysis. Serum was analyzed for 25-OH vitamin D levels in the UHCMC Core Laboratory using a chemiluminescence immunoassay (LIAISON assay, DiaSorin, Saluggia, Italy). The inter assay coefficient of variation for the 25-OH vitamin D assay was 11.2% at a concentration of 14.5 ng/mL and 10% at a concentration of 48.2 ng/mL.

#### Drug source, storage and dispensing

Vitamin D_3_ 50,000 IU capsules were obtained from ProHealth, Inc. (Carpinteria, CA). The Investigational Drug Pharmacy at each institution stored and dispensed study drug. Study drug was provided to the subject in person or mailed to the subject.

### Statistical considerations and analysis

The initial primary objective was to detect a ≥50% increase in 15-PGDH mRNA levels with vitamin D supplementation. At the time the study was designed, data regarding 15-PGDH levels by real time RT-PCR were available in normal colon tissue but not BE, although expression of 15-PGDH in BE by IHC appeared comparable to colonic expression. Based on previous data regarding mean colonic 15-PGDH levels from 91 subjects, we estimated that 11 subjects would be needed to achieve 80% power, assuming a 20% dropout rate, a significance level of 0.05, and standard deviation of differences of 32 based on a paired t-test.

We performed simple descriptive statistics on baseline characteristics to define the study population. Categorical variables were assessed using chi-square tests or Fisher’s exact tests. For these tests, a p-value <0.05 was considered significant.

Paired t-tests were used to compare gene expression levels by pair and serum 25-OH vitamin D levels before and after vitamin D supplementation. We looked for significant changes in gene expression after vitamin D supplementation within 2 sets of paired samples: intestinal metaplasia and normal squamous esophagus samples. For evaluation of gene expression, a paired t-test raw p-value <0.001 (to account for multiple testing) was considered significant. Probes with raw p-values of <0.001 from paired t-tests were evaluated in a pathway analysis using QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity) to identify associated functions, metabolic pathways, and signaling pathways.

Statistical analysis was conducted using R version 3.1.1 (R Foundation for Statistical Computing, Vienna, Austria) and SAS software version 9.4 (Cary, NC).

## Results

Twenty-one patients were enrolled among all sites between June 2010 and September 2013, including 3 screen failures who did not receive vitamin D supplementation (Fig 1) and 18 subjects (88%) with no dysplasia (n = 13) or LGD (n = 5) who completed the study. Baseline characteristics of subjects completing the study are presented in Table 1. Consistent with a typical BE population, study patients were older with a mean age of 64.0 years and predominantly male (78%, n = 14). 15 patients had long-segment BE, and 3 had short-segment.

**Table 1:** Baseline characteristics of participants completing the study.

	BE with no dysplasia or LGD (n = 18)
Mean age in years (SD)	64 (9.7)
Male gender, n (%)	14 (78)
Long-segment BE, n (%)	15 (83)
Mean BMI in kg/m^2^ (range)	28.9 (21.9–35.9)
Median waist-hip ratio*	0.98

BE, Barrett’s Esophagus.

LGD, Low Grade Dysplasia.

SD, Standard Deviation.

BMI, Body Mass Index.

*Among 14 subjects with hip and waist circumference measurements.

Among 18 subjects completing the study, 10 were not taking vitamin D prior to study enroll2ment, and 8 were on a multivitamin and/or a low dose vitamin D supplement. Four of 8 subjects (50%) who were taking a NSAID/aspirin prior to enrollment remained on the medication during the study. The remaining 10 subjects did not take NSAIDs/aspirin before enrollment or during study participation. Out of 18 subjects completing the study, 17 (94%) were on at least daily PPI prior to study enrollment and had a shortened run-in period; 1 subject was not on PPI prior to study enrollment and was provided omeprazole during the study.

### Adherence, adverse events, and protocol deviations

Vitamin D supplementation was generally well tolerated, with all patients receiving vitamin D supplementation completing the study protocol. Among 18 subjects, 1 returned 1 dose of 50,000 IU of vitamin D_3_ at the follow-up visit; this subject’s data were included in the analysis. One subject reported mild nausea 24–48 hours after taking the vitamin D supplement during the first 4 weeks of vitamin D supplementation; this resolved without intervention, and the subject remained in the study. Another subject reported flatulence related to omeprazole. One subject rescheduled the follow-up EGD and was treated with an additional 2 doses of vitamin D supplementation.

Three non-study-related serious adverse events occurred. 1) One subject was noted to have increased secretions from the endotracheal tube while undergoing baseline EGD under general anesthesia, and was briefly hospitalized for pneumonia after the procedure. 2) Another subject was hospitalized for atrial fibrillation with rapid ventricular response after signing the informed consent form, resulting in a delay in undergoing the baseline EGD. The subject subsequently completed the study protocol without further incident. 3) One subject had a dental abscess and root canal during the treatment phase of the study.

### Effect of vitamin D supplementation on vitamin D status

Baseline serum 25-OH vitamin D levels ranged from 14.1 ng/mL (deficient) to 44.0 ng/mL (sufficient) with a median level of 27.1 ng/mL (insufficient; normal ≥30 ng/mL and insufficient 21–29 ng/mL[33]). Vitamin D status at baseline and after supplementation with vitamin D is shown (Fig 2). The median increase in serum 25-OH vitamin D level was 31.5 ng/mL which was statistically significant (p<0.0001 for paired t-test). The median 25-OH vitamin D level after supplementation was 60.7 ng/mL (range 34.0–94.9 ng/mL).

**Fig 2:**
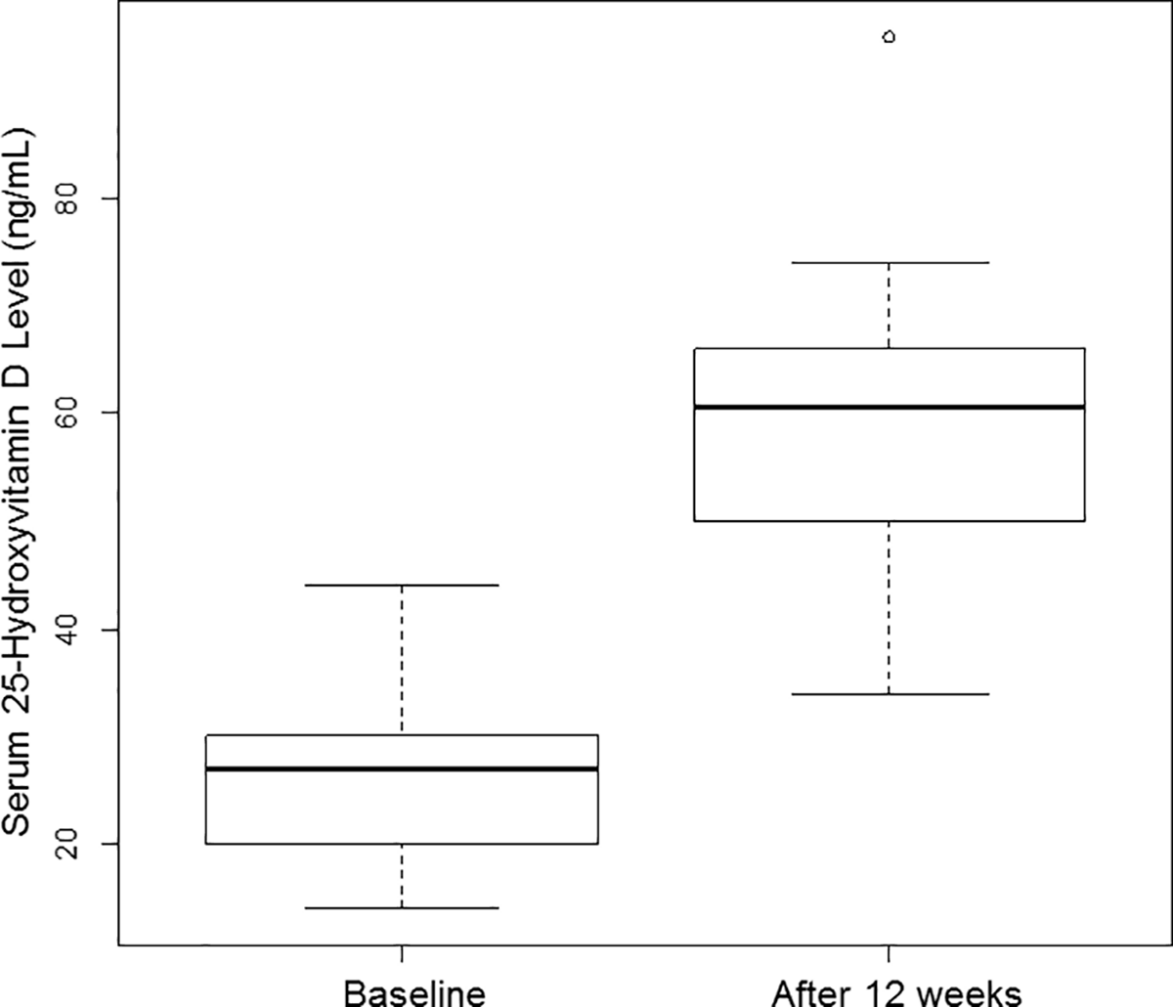
Vitamin D status at baseline and after supplementation.

### Effect of vitamin D supplementation on gene expression, histology, and 15-PGDH immunohistochemistry

Changes in gene expression were evaluated after vitamin D supplementation within samples from BE mucosa and within normal squamous samples. After review of quality control parameters, microarray data from 17 paired BE samples and 15 paired normal squamous samples were evaluated. 

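The arrays measured RNA from snap frozen research biopsies of salmon-colored BE mucosa and of normal squamous mucosa. The 17 subjects had no dysplasia or low grade dysplasia and took vitamin D3 at 50000 IU weekly for 12 weeks, with a biopsy before and a biopsy after the course. All 17 gave a BE pair and 15 of them also gave a normal squamous pair, which makes 64 arrays. Each array gives 1 value per probe set for 32321 probe sets, on the log2 scale, after background correction and normalization by Robust Multi-Chip Analysis by the authors. The values were used as deposited. A gene symbol was paired with 19158 probe sets, several symbols with 1388, and 11775 are unnamed here. After 24 sex-linked probe sets were left out, 19134 probe sets of 18381 genes were tested.
The median log2 value of a BE array lay between 6.67 and 6.96 before and between 6.65 and 6.94 after supplementation. For normal squamous arrays the medians ran from 6.80 to 6.89 before and from 6.78 to 6.94 after. The number of arrays limits the precision of every change given here. Changes are paired differences in log2 expression, after minus before, with a subject term in limma and Benjamini-Hochberg adjusted two-sided p-values, beside the paired t-test of the methods. The BE arrays fell into 2 sets by their score on the first component, the axis of largest variance, of the unnamed probe sets. The gap between the sets was 59.7 in this score, and the next widest gap was 6.34. The sets also differed in the mean log2 value of the unnamed probe sets. In this mean, both BE arrays of 6 subjects averaged 6.48 ± 0.02 (SD, 12 arrays). Both of the other 11 subjects averaged 6.22 ± 0.10 (SD, 22 arrays), against 6.45 ± 0.04 (SD, 30 arrays) in normal squamous mucosa. RNA was isolated in 3 batches, with a subject's samples before and after supplementation in the same batch, and which subjects shared a batch is not given in the sources used here. Every subject's pair lies within 1 set, and for some results the values for the smaller and the larger set are given beside those for all subjects.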

17 subjects before and after vitamin D supplementation were evaluable for the primary endpoint. 

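HPGD, the gene of the prostaglandin E2 degrading enzyme 15-PGDH, had a log2 expression of 10.68 ± 0.98 (SD, n = 17) in BE before supplementation and 10.53 ± 1.13 after it. The paired difference was -0.15 (standard error 0.30), with 9 subjects higher and 8 lower. Normal squamous mucosa had HPGD at 9.98 ± 1.03 (SD, n = 15) before and 10.09 ± 0.68 after, with 7 subjects higher and 8 lower. PTGS1, the cyclooxygenase that most tissues express at all times, was higher after supplementation in BE by 0.31 (standard error 0.13) in 13 of 17 subjects, and PTGS2, the inducible cyclooxygenase, was lower by -0.16 (standard error 0.08) in 14 of 17. PTGS1 was at 0.08 in the smaller set of BE arrays and 0.43 in the larger set. PTGS2 in BE was at 5.38 before and 5.22 after, near or under the lower quartile of the same arrays (5.32 to 5.86). Background makes up much of the signal there, so the PTGS2 change is uncertain. In normal squamous mucosa PTGS2 (5.58 before and 5.51 after) also lay under the lower quartile (5.65 to 5.86).
None of these changes passed the adjusted test. Limma gave p = 0.637 for HPGD in BE and p = 0.350 in normal squamous mucosa (adjusted p = 1.00 and 0.923), and a two-sided permutation test on the signs of the differences gave p = 0.673 and p = 0.445. The unadjusted p was 0.0238 for PTGS1 and 0.0786 for PTGS2 in BE (adjusted p = 1.00 for both). The ratio of HPGD after to before was 0.904 in BE, with a 95% interval from 0.553 to 1.48, and the planned rise of 50% lies just above the interval. This is not a firm exclusion, since the upper end was 1.50 to 1.60 without replicate 1, 2, 3, 6, 8, 9, 10, 11, 13, 16 or 17, and 1.84 and 1.92 in the smaller and larger sets of BE arrays. The ratio in normal squamous mucosa was 1.07, with a 95% interval from 0.885 to 1.31, and the HPGD change in normal squamous mucosa was 0.10, or 0.028 without replicate 12. The smaller set of BE arrays gave an HPGD difference of -0.18 (6 subjects, exact permutation p = 0.656) and the larger set -0.13 (11 subjects, permutation p = 0.840). The HPGD change in BE was 0.051 without replicate 16 and 0.0078 with array weights, so its direction rests on these choices.
Of 20 measured genes of prostaglandin synthesis and breakdown, none passed in either tissue in limma, over all probe sets or adjusted over the list alone. In BE 12 were higher and 8 lower, and PTGS1 alone had an unadjusted p under 0.05. In normal squamous mucosa 10 were higher and 10 lower, with PTGS1 at 0.06 (0.017 without replicate 1) and PTGS2 at -0.08, and 0 had an unadjusted p under 0.05. The prostaglandin E2 receptor gene PTGER4 had the lowest change of the list in BE (-0.17) and PTGES3, which encodes a prostaglandin E synthase, the lowest in normal squamous mucosa (-0.17).

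**Figure D1:**
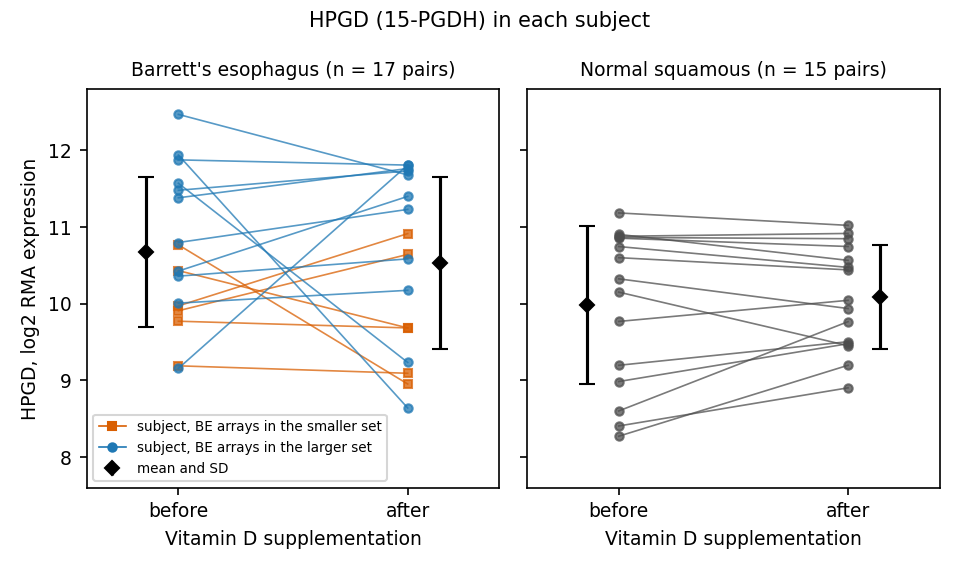
Log2 expression of HPGD before and after vitamin D supplementation, with a line for each subject. Colored lines are 17 BE pairs (6 squares and 11 circles for the 2 sets of BE arrays), grey lines are 15 normal squamous pairs, and black diamonds with bars are means and SD. The BE means are 10.68 before and 10.53 after, with 9 subjects higher and 8 lower.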

Based on gene expression microarrays, no significant change in expression in 15-PGDH (the primary endpoint) was observed within intestinal metaplasia or normal squamous samples. Only 1 gene within the intestinal metaplasia samples and 9 genes within the normal squamous samples were associated with a paired t-test raw p-value <0.001. However, examination of patient-level changes in expression for these genes revealed that none were associated with a unidirectional change in expression; i.e., expression decreased in some subjects but increased in others. Moreover, the associated changes were <1.5-fold, which is lower than microarray technology has the ability to reliably capture. 

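In BE the methods' t-test gave a p under 0.001 for CD2BP2, which encodes a protein of the splicing machinery (p = 0.00052), and for PXYLP1, which encodes a phosphatase of proteoglycan synthesis (p = 0.00034). CD2BP2 was higher after supplementation and PXYLP1 lower. The t-test gave 12 such probe sets in normal squamous mucosa, 4 higher and 8 lower. The lower ones include TNFSF10, the gene of the death ligand TRAIL (p = 0.00039), ATG5, which is needed for autophagy (p = 0.00068), APOL4 (p = 0.00048), MS4A6A, a membrane protein gene of myeloid cells (p = 0.00040), and GTPBP10, a gene of ribosome assembly (p = 0.00036). DPY19L2P4, a pseudogene, was among the higher ones (p = 0.00094). With a subject left out, the t-test count of 2 in BE ran from 1 to 5. The count of 12 in normal squamous mucosa ran from 6 to 25.
With limma, the same threshold left 0 probe sets in BE and 16 in normal squamous mucosa, 4 higher and 12 lower. ALPP, a placental type alkaline phosphatase gene (p = 8.5e-05), and TAPBP, which encodes tapasin and loads peptides onto MHC class I (p = 9.8e-05), led these, and 6 of the 15 with the smallest limma p also passed the t-test. After adjustment over all 19134 probe sets, 0 remained in either tissue by limma or by the t-test, with a smallest limma adjusted p of 1.00 in BE and 0.886 in normal squamous mucosa. An unadjusted p under 0.05 was found by limma for 177 probe sets in BE and 1020 in normal squamous mucosa, and by the t-test for 252 and 937, where an even spread of p-values gives 957. Random sign changes of the pairs gave medians of 491 and 821 for the limma counts. The TAPBP change in normal squamous mucosa was -0.81 without replicate 17 and then passed the adjusted limma test (adjusted p = 0.00128).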

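In BE, CD2BP2 was higher after supplementation in 15 of 17 subjects and PXYLP1 was lower in 14 of 17. The change of CD2BP2 ran from -0.15 to 0.38 between subjects. Among the 15 squamous genes with the smallest limma p, none changed the same way in every subject. TAPBP, the small GTPase gene RAP1B, RASGRP1, which encodes an activator of Ras in lymphocytes, and GTPBP10 were lower in 14 of 15 subjects. TNFSF10, APOL4, MS4A6A and DNAJB4, a heat shock protein gene, were lower in 13 of 15, and LOC100134868 and DPY19L2P4 were higher in 13 of 15. SPARCL1, a matrix protein gene, ATG5 and LAMTOR3, a scaffold gene of MAP kinase signaling, were lower in 12 of 15, and ALPP and HMGN2, a nucleosome binding protein gene, were higher in 12 of 15.
Over all probe sets tested, 0 changed the same way in every subject in BE, where chance gives 0.292, and 1 did in normal squamous mucosa, where chance gives 1.17. That gene is EXT1, which encodes a heparan sulfate polymerase and is singled out here after its values were seen. EXT1 was lower in 15 of 15 subjects, by -0.11 (standard error 0.04), with a t-test p of 0.000145 and a limma adjusted p of 0.886. Its change in BE was -0.07, with 8 subjects higher and 9 lower.

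**Figure D2:**
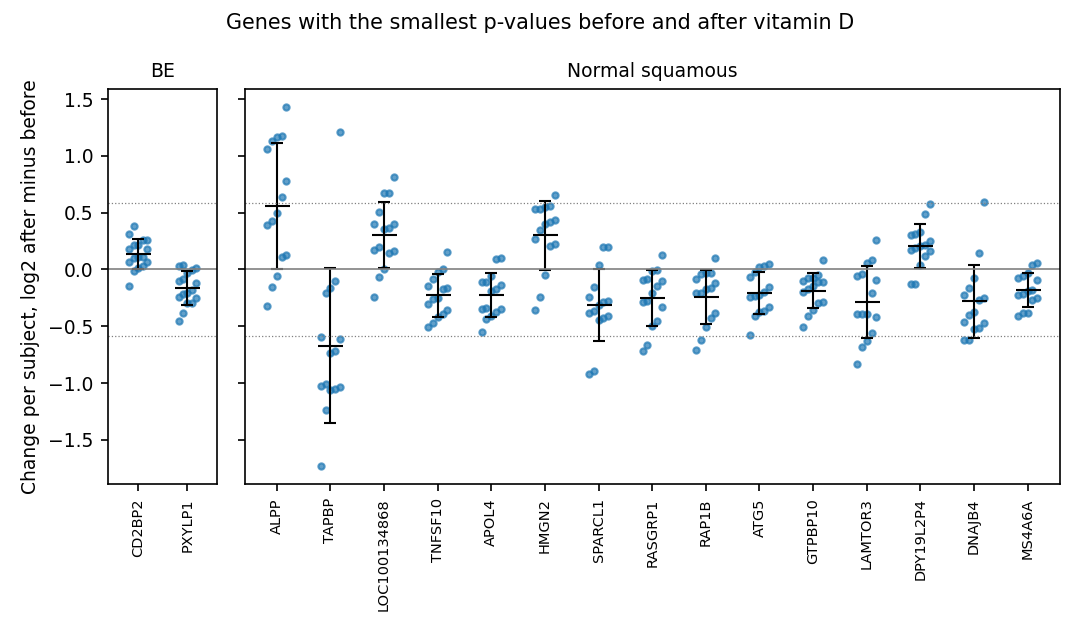
Change in log2 expression after vitamin D supplementation for CD2BP2 and PXYLP1 in BE (17 subjects) and for the 15 genes with the smallest limma p in normal squamous mucosa (15 subjects). Points are subjects, bars are the mean and SD, and dotted lines mark 1.5-fold. For each gene, points lie on both sides of 0.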

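The changes in BE were 0.14 in CD2BP2 (standard error 0.04, 1.10-fold) and -0.16 in PXYLP1 (standard error 0.05, 1.12-fold). Of the 15 named squamous genes, 14 changed by less than 1.5-fold. They ran from 1.13-fold in MS4A6A (-0.18) to a measured 1.47-fold in ALPP (0.56). ALPP was at 4.62 before and 5.18 after, under the lower quartile of the same arrays (5.65 to 5.86). Background makes up much of the signal there, so the size of the ALPP change, and its place below 1.5-fold, are uncertain. TAPBP lay above 1.5-fold, at 1.59-fold (-0.67, standard error 0.14). Its t-test p was 0.00187, and it is thus outside the t-test's group of genes. TAPBP is measured by 3 probe sets, and the others moved by 0.13 and -0.09. Their mean levels are 8.00 and 10.0, against 5.96 for the named one. The named one was at 6.43 before and 5.75 after, the latter within the range of the lower quartile. The size of the TAPBP change, and its place above 1.5-fold, are thus uncertain too. Other probe sets of ALPP (0.06), RAP1B (0.02), LOC100134868 (0.03) and HMGN2 (-0.00 and 0.03) also moved less than the ones named. The other RAP1B probe set has a mean level of 4.03, under the lower quartile, against 7.90 for the named one. Its value therefore says little about the named RAP1B change.
Among all probe sets, 4 in BE were lower by more than 1.5-fold and 0 were higher, again without passing the adjusted test. HBB, a hemoglobin gene, was lower by -0.89 (standard error 0.31, and -0.63 without replicate 8) in 13 of 17 subjects. FOS, an immediate early transcription factor gene, was lower by -0.70 (standard error 0.19, and -0.59 without replicate 7) in 12 of 17. ANPEP, a brush border peptidase gene, was at -0.63 (standard error 0.62, and -0.95 without replicate 12). SCARNA4, a small RNA gene, was at -0.59 (standard error 0.23), and at -0.42, less than 1.5-fold, without replicate 12. MUCL3, a mucin-like gene, was the highest (0.57, standard error 0.41, and 0.36 by another probe set), but replicate 4 carries much of this (0.29 without it). The smooth muscle actin genes ACTG2 (0.45, and 0.20 without replicate 17) and ACTA2 (0.41, and 0.20 without replicate 17) rest on 1 subject in the same way. The pericyte gene RGS5 was at 0.45 (0.31 without replicate 17) and CT55 at 0.41 (-0.13 by another probe set). In the smaller and the larger set of BE arrays the values were 0.04 and 0.68 for ACTG2, -0.01 and 0.64 for ACTA2 and -0.12 and 0.76 for RGS5. SLC26A3, the chloride exchanger of enterocytes, was at -0.54, and at -0.20 without replicate 16. PRR13 (0.59, 1.51-fold) was the other probe set beyond 1.5-fold in normal squamous mucosa, although a further probe set of it moved by -0.01. Replicate 15 carries most of the changes that are next in size, since ALOX12, a lipoxygenase gene (0.44), WFDC12 (0.42) and LCE3D, a gene of the cornified envelope (0.39), were at 0.21, 0.19 and 0.10 without it. On the lower side were CEP170 (-0.54, and -0.09 by another probe set), the interferon-induced chemokine gene CXCL10 (-0.51), the MHC class II gene HLA-DPA1 (-0.47) and TCAF1 (-0.46, and 0.01 and 0.00 by others). The limma 95% interval lay within 1.5-fold either way for 18420 of 19134 probe sets in BE and for 19075 in normal squamous mucosa.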

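Expression of the vitamin D receptor gene VDR was 7.93 ± 0.62 (SD, n = 17) in BE before and 7.94 ± 0.56 after supplementation, and 7.57 ± 0.18 (SD, n = 15) and 7.52 ± 0.19 in normal squamous mucosa. CYP24A1, the calcitriol-degrading enzyme that the receptor induces in most tissues, moved by -0.03 (standard error 0.11) in BE and by -0.02 (standard error 0.06) in normal squamous mucosa. In BE it was at 5.08 before and 5.05 after, under the lower quartile of the same arrays (5.32 to 5.86). The squamous level of CYP24A1 lay under the lower quartile as well. At such levels background makes up much of the signal, so these values do not show whether CYP24A1 responded. TRPV6, a calcium channel gene under receptor control in the gut, moved by -0.14 (standard error 0.09, with 0.04 in the smaller and -0.24 in the larger set of BE arrays) and 0.07 (standard error 0.07). CAMP and CD14, receptor targets of innate immunity, moved by 0.01 and -0.01 in BE and by 0.02 and 0.02 in normal squamous mucosa. CYP3A4, an intestinal target, was at -0.37 in BE with a standard error of 0.38 (-0.08 without replicate 16) and at 0.02 in normal squamous mucosa (-0.01 without replicate 4). The squamous level of CYP3A4 (5.17 before and 5.19 after) lies under the lower quartile too. Without the subject that moves it most, TRPV6 was at -0.09 in BE (replicate 12) and 0.12 in normal squamous mucosa (replicate 17), CYP24A1 at -0.11 (replicate 9) and -0.05 (replicate 11), CAMP at 0.05 (replicate 9) and -0.01 (replicate 4), and CD14 at 0.06 in both (replicate 12).
Of 33 measured genes of a fixed list of receptor targets, 0 passed limma in either tissue, over all probe sets or adjusted over the list alone. In BE 11 were higher and 22 lower, with 0 at an unadjusted p under 0.05. Examples are TXNIP, a thioredoxin inhibitor gene (-0.23), DUSP10, a MAP kinase phosphatase gene (-0.20), and SLC30A10, a manganese exporter gene (0.14). In the squamous pairs 23 were higher and 10 lower, with 3 at an unadjusted p under 0.05, and the examples are KLK6, a protease gene (0.25), IGFBP3, a growth factor binding protein gene (0.11), SERPINB1, a protease inhibitor gene (-0.16), and DUSP10 (-0.18). The list as a set did not pass camera, limma's test of a list against the other genes, in BE (adjusted p = 0.14, and 0.27 with an estimated correlation), although it did on the lower side without replicate 9 (adjusted p = 0.0407), or in normal squamous mucosa (adjusted p = 0.768). The VDR change in BE, 0.02 (standard error 0.12), was 0.15 in the smaller set of arrays, -0.05 in the larger set and 0.10 without replicate 16.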

Of note, these genes are not generally known to directly interact with vitamin D receptor. 

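The squamous genes with the smallest p, none of which passed the adjusted test, include genes of antigen presentation (TAPBP), death receptor signaling (TNFSF10), autophagy (ATG5), Ras activation (RASGRP1) and MAP kinase signaling (LAMTOR3). Lists of immune and stromal genes were examined beside them in the 15 normal squamous pairs. Of 10 measured macrophage and monocyte genes, LYZ, which encodes lysozyme (-0.42), and C1QA, a complement gene (-0.17), were lower when adjusted over the list alone (adjusted p = 0.0285), with 5 higher and 5 lower in all, and 0 passed over all probe sets. Of 13 genes of stroma and smooth muscle, VIM, the vimentin gene (-0.27), was lower when adjusted over the list alone (adjusted p = 0.014), with 6 higher and 7 lower in all. Of 11 inflammatory cytokine genes 10 were lower and 1 higher, and of 13 interferon response genes 9 were lower and 4 higher, with 0 passing in either list.
T cell genes (3 higher, 8 lower of 11), B and plasma cell genes (4 and 4 of 8), mast cell genes (1 and 2 of 3) and red blood cell genes (2 and 1 of 3) had 0 members past limma's adjusted test. None of 18 lists passed camera in normal squamous mucosa, where the smallest adjusted p was 0.357, shared by the cytokine, proliferation and apoptosis lists. The cytokine list had p = 0.029 with an estimated correlation, and an adjusted p of 0.514.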

The 9 genes in normal squamous samples with a paired t-test raw p-value <0.001 were further investigated in a pathway analysis, but no association with any particular pathway or cellular process was identified. No consistent beneficial or detrimental effect of vitamin D supplementation on histology was observed. Among 7 paired intestinal metaplasia samples in which 15-PGDH staining by immunohistochemistry was assessed, 5 had no change in 15-PGDH expression with vitamin D supplementation. Representative images displaying immunohistochemical staining for 15-PGDH before and after vitamin D supplementation within an individual are shown (Fig 3).

**Fig 3:**
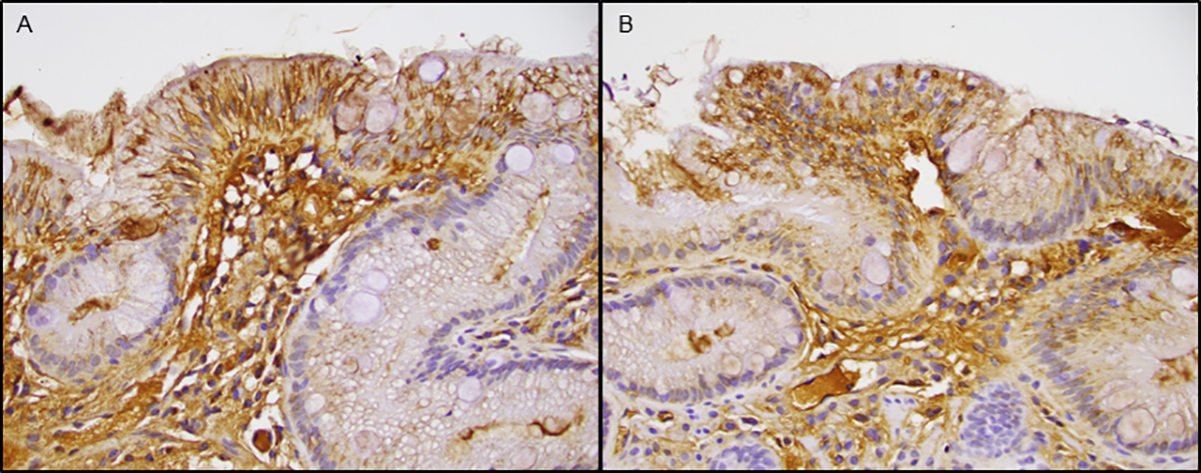
Immunohistochemistry of Barrett’s esophagus for 15-PGDH before and after Vitamin D supplementation. (A) 15-PGDH immunostaining prior to vitamin D supplementation. (B) 15-PGDH immunostaining after vitamin D supplementation within the same individual. Note no difference in staining between these two samples.

## Discussion

This pilot study assessed the effects of vitamin D supplementation on 15-PGDH expression, vitamin D status, and global gene expression in BE. 

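In BE after supplementation, no gene of any list passed limma's adjusted test over all probe sets in the 17 pairs. No list passed camera with an estimated correlation. At the preset correlation of 0.01 the proliferation, interferon and stroma lists passed on the higher side. The immediate early and red blood cell lists passed on the lower side. Apart from the immediate early list, each call was lost without some single subjects. Of 29 proliferation genes 26 were higher, with a median of 0.09, among them CCNB2, a cyclin gene (0.19), and BUB1, a spindle checkpoint gene (0.18). The list passed camera at an adjusted p of 2.5e-06 but not with an estimated correlation (adjusted p = 0.56) or without replicate 9 (median 0.02, adjusted p = 0.19). Of 13 interferon response genes 11 were higher, such as the antiviral gene RSAD2 (0.35) and IFI44L (0.32), with an adjusted p of 0.00077, of 0.55 with an estimated correlation, and of 0.134 and 0.209 without replicate 12 or 15. Of 13 genes of stroma and smooth muscle 11 were higher (adjusted p = 0.021, and 0.97 with an estimated correlation), a call that was lost after quantile normalization of the arrays (adjusted p = 0.118) and without replicate 13, 14, 16 or 17 (adjusted p = 0.11, 0.159, 0.629 and 0.871).
Of 11 immediate early and heat shock genes 9 were lower, including DUSP1, a MAP kinase phosphatase gene (-0.51), and FOSB (-0.44), with an adjusted p of 4.6e-08, and 0.27 with an estimated correlation. This list passed without any 1 subject at the preset correlation (highest adjusted p = 6.4e-05). FOS passed when adjusted over the list alone (adjusted p = 0.0145), as did HBB (adjusted p = 0.0258) among 3 red blood cell genes that were lower in 3 of 3 (camera adjusted p = 0.0034, 0.27 with an estimated correlation, and 0.0842 without replicate 12). The direction of the proliferation and immediate early lists was the same in both sets of BE arrays. The interferon list passed in the larger set (adjusted p = 8e-06) and not in the smaller set (adjusted p = 0.58, median 0.02). The stroma list was lower in the smaller set (median -0.07, adjusted p = 3.2e-05) and higher in the larger set (median 0.31, adjusted p = 8.4e-05), where the call was lost without replicate 16 or 17 (adjusted p = 0.136 and 0.299). With an estimated correlation no list passed in either set (smallest adjusted p = 0.681 and 0.408), with 0.408 for the interferon list in the larger set and 0.681 and 0.576 for the stroma list. A difference between the sets in the mean change per subject did not pass for interferon (exact permutation p = 0.278) or stroma genes (exact permutation p = 0.353, adjusted p = 0.992 for both over 18 lists).
The epithelial lists did not pass camera over all subjects, and for the squamous, intestinal and oxyntic lists single subjects decide this. Of 25 squamous genes 15 were higher, of 23 intestinal genes 15 were lower, such as the sucrase gene SI (-0.51) and the keratin gene KRT20 (-0.50), of 10 gastric mucous genes 7 were higher and of 7 oxyntic gland genes 6 were lower. The squamous list was higher without replicate 8 (median 0.29, adjusted p = 7.4e-07) and lower without replicate 9 (median -0.22, adjusted p = 0.00056), the intestinal list was lower without replicate 12 (median -0.24, adjusted p = 0.00036) and the oxyntic list was lower without replicate 16 (median -0.61, adjusted p = 0.00074). In the smaller set of arrays the squamous list was higher (median 0.57, adjusted p = 3.2e-05) but lower without replicate 3 (median -0.07, adjusted p = 0.0083), and the intestinal list was lower (median -0.21, adjusted p = 0.0036) but did not pass without replicate 2 or 3 (adjusted p = 0.209 and 0.344). With an estimated correlation neither list passed there (adjusted p = 0.681 and 0.692). The gastric mucous list passed there only without replicate 3 (higher, median 0.36, adjusted p = 0.0011). The oxyntic list passed there only without replicate 2 or 4 (lower, adjusted p = 0.0326 and 0.0481). In the larger set the squamous list (median -0.18, adjusted p = 0.182) and the intestinal list (median 0.02, adjusted p = 0.672) did not pass, although the former did without replicate 8 (higher, adjusted p = 0.0025) or 9 (lower, adjusted p = 8.8e-15) and the latter without replicate 12 (lower, adjusted p = 0.001) or 16 (higher, adjusted p = 4.9e-05). The oxyntic list did not pass in the larger set but did without replicate 16 (lower, median -0.88, adjusted p = 0.0014). Apoptosis genes were balanced, with 11 higher and 11 lower of 22. T cell (4 higher, 7 lower), B and plasma cell (2 and 6), macrophage (4 and 6), mast cell (2 and 1) and cytokine genes (2 and 9) did not pass camera.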

Despite significant changes in serum 25-OH vitamin D levels in patients supplemented with 12 weeks of vitamin D_3_, we demonstrated no significant change in gene expression (including 15-PGDH) with vitamin D supplementation. 

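In normal squamous mucosa the lists for cell growth, cell death and differentiation, processes that calcitriol is known to influence, did not pass camera as sets, and none of their genes passed limma's adjusted test over all probe sets or over the list alone. Of 29 proliferation genes 20 were higher and 9 lower, with BUB1B (0.15) and CDC20 (0.14), genes of the mitotic checkpoint, at the top. Of 22 apoptosis genes 9 were higher and 13 lower, with PMAIP1, the gene of the death factor NOXA, lowest (-0.17). Of 25 genes of squamous differentiation 11 were higher and 14 lower, and the median change of -0.01 turned to 0.01 after quantile normalization of the arrays. KRT15, a keratin gene of the basal layer, was at -0.12.
Genes of other epithelia stayed near their low level in these biopsies, with 16 of 23 intestinal, 8 of 10 gastric mucous and 4 of 7 oxyntic gland genes slightly higher. Immediate early and heat shock genes were lower in 7 of 11. At an unadjusted p under 0.05, limma gave 2 proliferation genes, 1 apoptosis gene, 0 squamous genes, 2 intestinal genes and 1 immediate early gene.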

Examination of a few genes that modestly changed with vitamin D supplementation within normal squamous samples did not reveal modulation of common pathways or cellular processes. Evaluation of gene expression in BE mucosa compared to normal squamous samples did demonstrate changes in expression of genes previously reported to be differentially expressed in other articles focused on this topic,[34–36] supporting our sampling methodology. 

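Before supplementation, genes of intestinal and gastric mucous epithelium were far higher in BE than in normal squamous mucosa of the same 15 subjects, and genes of squamous differentiation were far lower. TSPAN8, a tetraspanin gene of gut epithelium, rose from 5.03 ± 0.32 (SD, n = 15) in normal squamous mucosa to 10.52 ± 1.63 in BE, a difference of 5.49 (standard error 0.38). The squamous level lies under the lower quartile of the same arrays (5.65 to 5.81), where background makes up much of the signal, so no fold is given for it. The squamous levels of AGR2 (5.38), MUC13 (5.41), SULT1C2 (5.54) and VSIG1 (5.55), named below, lie under that quartile too. The sizes of all these differences are thus uncertain. TGM3, the transglutaminase gene of the cornified layer, fell from 13.28 ± 0.30 to 7.41 ± 2.40, a difference of -5.88 (standard error 0.53, 58.9-fold, limma adjusted p = 2.2e-07). In total 7479 of 19134 probe sets differed at an adjusted p under 0.05, 3259 higher and 4220 lower in BE. The share of higher ones was 43.6%, and it was 56.2% after quantile normalization of the arrays and 53.6% with array medians subtracted, so the balance between the directions depends on the scaling. In the counts of list genes given next, higher and lower mean past limma's adjusted test.
Of 10 gastric mucous genes 10 were higher in BE, including TFF1, a trefoil peptide gene (5.01, adjusted p = 1.1e-10), VSIG1 (4.83), the gland mucin gene MUC6 (4.10) and GKN1 (1.86). Of 23 intestinal genes 21 were higher, such as REG4 (4.50) and the homeobox gene CDX1 (0.54), whereas CDX2 (0.20) and ISX (-0.10) did not pass. AGR2, a secretory cell gene (5.34), CTSE, a cathepsin gene (5.27), TSPAN1 (5.10), ANPEP (4.64), PIGR, the transporter of secreted antibody (4.61), MUC13 (4.17) and SULT1C2 (4.17) were also higher in 15 of 15 subjects. Of 25 squamous genes 25 were lower, with a median of -4.51 and the smallest change in KRT14 (-1.04), and 24 passed under each of the other scalings. CRCT1 (-5.72), the protease genes TMPRSS11B (-5.55) and TMPRSS11E (-5.35), MUC21 (-5.47), CRISP3 (-5.46), the cornified envelope genes CNFN (-5.28) and CRNN (-5.24), RHCG (-5.16) and SPINK7 (-5.06) were lower in 15 of 15 subjects. Further probe sets gave -4.53 for MUC21 and -1.34 for TMPRSS11E. TMPRSS11B was at 5.79 in BE, within the range of the lower quartile of BE arrays before supplementation (5.32 to 5.86). The size of its difference is thus uncertain too.
Of 13 stroma and smooth muscle genes 12 passed on the higher side, led by LUM (1.74), MYH11 (1.41) and ACTA2 (1.30), while VWF, an endothelial gene (0.01), did not pass, and of 7 oxyntic gland genes 3 passed on the higher side (LIPF 2.83, PGC 2.04, GHRL 0.51), where the other 4 were above 0 without passing. These 5 lists passed camera, and 0 passed with an estimated correlation, where the adjusted p was 0.254 for squamous, 0.211 for intestinal, 0.0913 for gastric mucous, 0.754 for oxyntic gland and 0.346 for stromal genes. The oxyntic call was also lost under both other scalings and without replicate 6, 9, 10 or 12 (adjusted p = 0.0564, 0.0738, 0.058 and 0.0755). JCHAIN, the joining chain gene of secreted antibody (3.10), and CD79A (0.51) were among 4 of 8 B and plasma cell genes that were higher, and LYZ (3.33) was higher while MRC1 (-0.40) and CD14 (-0.26) were lower among 10 macrophage genes. The CD14 change in BE minus normal squamous mucosa did not pass without the pairing as a block (adjusted p = 0.0577). Of 13 interferon genes 4 were higher, such as IFIT3 (0.60), RSAD2 (0.53), IFIT1 (0.30) and ISG15 (0.28). Of 11 T cell genes CD2 was lower (-0.23), with 0 when adjusted over the list alone and 0 under both other scalings. For mast cell and red blood cell genes, 0 of 3 and 0 of 3 passed limma or had an unadjusted p under 0.05.
Apoptosis genes went both ways, with 6 of 22 higher (TNFRSF10B 0.88, BAK1 0.69, APAF1 0.49) and 3 lower (PMAIP1 -1.60, MCL1 -0.97, BCL2L11 -0.35). So did immediate early genes, with 3 of 11 higher (FOS 1.30, ATF3 0.54, NR4A1 0.34) and 4 lower (DNAJB1 -1.95, ZFP36 -1.59, DUSP1 -0.96, JUNB -0.93), and cytokine genes, with CCL2 (0.47) and NOS2 (0.43) higher and IL1A (-2.06) and CXCL5 (-0.30) lower. Of the cytokine genes 5 were higher and 2 lower after quantile normalization, and 3 and 2 with array medians subtracted. Of 29 proliferation genes E2F1 (0.24) and MCM4 (-0.67) were among 1 higher and 2 lower, and 0 higher and 1 lower when adjusted over the list alone. The prostaglandin list had 4 of 20 higher (PTGER2 1.04, PTGER4 0.93, SLCO2A1 0.76) and 4 lower (PTGS1 -1.02, PTGES3 -0.99, PTGR1 -0.53, PTGES -0.38), and 7 higher and 4 lower after quantile normalization. The median and the mean of the cytokine (0.15, -0.06), immediate early (0.19, -0.23), apoptosis (0.07, -0.00) and macrophage lists (-0.07, 0.23) differed in sign. Both sets of BE arrays called 1180 higher and 1894 lower probe sets in common, where chance alone gives 1007 and 1395, and 1733 were called in opposite directions, where chance gives 2380. In the paper, changes between the tissues in genes that earlier articles had reported are taken as backing for how the biopsies were sampled.

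**Figure D3:**
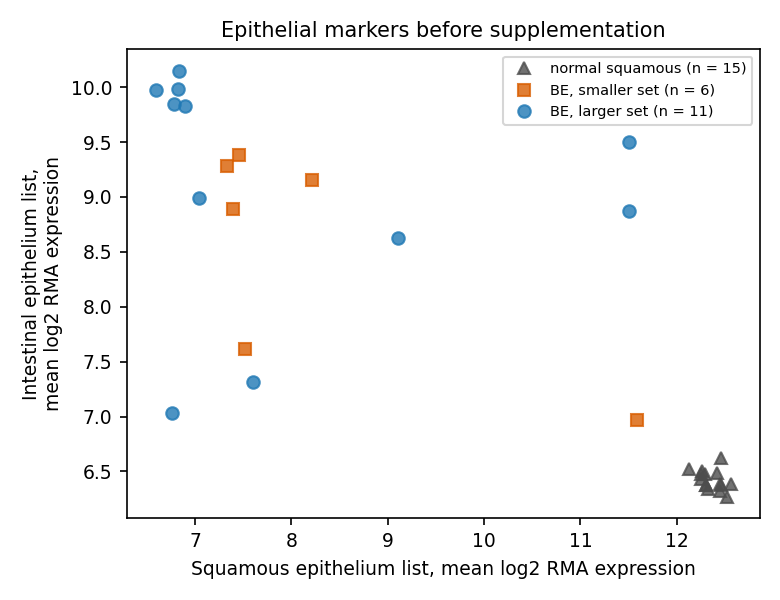
Mean log2 expression of the squamous epithelium list (horizontal axis) and of the intestinal epithelium list (vertical axis) on each array before supplementation. Triangles are 15 normal squamous arrays, and squares and circles are the 6 and 11 BE arrays of the smaller and larger sets. The normal squamous arrays lie together at high squamous and low intestinal values, and the BE arrays spread over a wider range of both lists.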

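The change after supplementation in BE was set against that in normal squamous mucosa in the 15 subjects with both tissues, and no gene's difference passed limma's adjusted test. For the 33 receptor targets the difference between the changes had a median of -0.05, with 11 on the higher and 22 on the lower side and a camera adjusted p of 0.371. Among all probe sets 440 had an unadjusted p under 0.05 in limma, 486 in the t-test, and 6 passed the paper's raw threshold in the t-test. The genes of vitamin D activation and signaling, including the receptor's partners, were on the higher side in 7 of 13 and on the lower side in 6. Of 18 lists, the interferon response list was on the higher side in camera (adjusted p = 7e-06, and 0.244 with an estimated correlation), and the immediate early (adjusted p = 0.0127, and 0.606) and red blood cell lists (adjusted p = 0.0259, and 0.511) on the lower side. The immediate early call was lost without replicate 2, 7, 8 or 16 (adjusted p = 0.194, 0.0583, 0.108 and 0.196) and the red blood cell call without replicate 2, 6 or 8 (adjusted p = 0.0715, 0.0576 and 0.108). Other lists, among them stroma and squamous epithelium, passed only without certain single subjects. With the mean of a list in each subject as the unit, a permutation of signs gave p = 0.0323 for interferon, 0.219 for immediate early and 0.0443 for red blood cell genes (adjusted p = 0.398, 0.931 and 0.398 over 18 lists).
In tests on simulated data, known shifts were added to many genes at once, drawn at random, in the 17 and 15 pairs. The adjusted test is less strict when many genes are shifted together. The shares found are therefore not the power for a gene that changes alone, which was not simulated. A shift of 1.5-fold passed the adjusted limma test for 84.5% of shifted genes in BE and 99.4% in normal squamous mucosa, and a shift of 2-fold for 96.8% and 99.8% of them. Since no significant expression change followed a course that raised serum levels, the paper proposes a lack of response in the metaplasia and ties this to the dose.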

Our results suggest that BE does not respond to treatment with vitamin D supplementation, at least at doses typically used for vitamin D deficiency.

The negative results of this study are somewhat surprising given translational and clinical data that support some rationale for treating BE with vitamin D. 15-PGDH is downregulated in BE with HGD compared with non-dysplastic BE,[22] and vitamin D has been shown to induce 15-PGDH in other cancers.[23, 24] Vitamin D receptor is expressed in normal esophageal mucosa, BE, EAC, and EAC cell lines.[34, 37–39] VDR expression is upregulated in BE compared with normal esophageal mucosa,[34, 38] suggesting that BE may be more sensitive than normal esophageal mucosa to the effects of calcitriol, the active form of vitamin D. Recent data also suggest that genetic variations in VDR are linked to reduced EAC risk.[40] Clinically, low vitamin D levels have been associated with insulin resistance and metabolic syndrome,[41] both of which are common in BE patients.[29, 42] Moreover, vitamin D deficiency is associated with an increased risk, as well as worse outcomes, in other cancers.[43–46] However, it is unknown whether vitamin D status affects development of Barrett’s esophagus.

In the current study, the mean 25-OH vitamin D level prior to supplementation was 27 ng/mL, consistent with vitamin D insufficiency. These results are similar to recent findings by Thota et al. reporting a mean 25-OH vitamin D level of 72 nmol/L (29 ng/mL) in a registry of 429 BE patients.[47] In that study, there was no association between vitamin D status and incidence or prevalence of HGD/EAC. An older prospective study demonstrated an association between low vitamin D levels and increased risk for esophageal cancer, not further delineated by histologic subtype.[28] Although a more recent case-control study showed no association between circulating 25-OH vitamin D levels and any upper gastrointestinal tract cancer, EAC comprised <10% of cases in the study.[48] A case-control study from Northern Ireland found an inverse relationship between dietary vitamin D intake and EAC risk, but did not adjust for vitamin D supplementation and did not include serum 25-OH vitamin D levels.[49] A recently published systematic review and meta-analysis did not find a consistent association between vitamin D exposure and esophageal neoplasia.[50]

We chose cholecalciferol (vitamin D_3_) as the form of vitamin D used in this study due to its potency compared with ergocalciferol (vitamin D_2_).[51] Cholecalciferol must be converted through hydroxylation to the active form of vitamin D, 1,25 dihydroxyvitamin D (1,25(OH)_2_ vitamin D), also known as calcitriol. Calcitriol directly or indirectly controls over 200 genes that affect proliferation, apoptosis, and differentiation.[33] The last hydroxylation step is catalyzed by CYP27B1, a cytochrome P450 enzyme with 1 α-hydroxylase activity predominantly expressed in the renal tubules. Extrarenal expression of CYP27B1, which in the gastrointestinal tract has been reported in the colon and stomach,[52, 53] supports the notion that regulation of local concentrations of calcitriol may affect key cellular functions including growth and differentiation in a tissue-specific manner. To our knowledge, CYP27B1 expression in the esophagus has not previously been reported, and one potential explanation for the lack of Vitamin D effect in BE may be that CYP27B1 is not expressed in the esophagus.

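The probe set of CYP27B1, the gene of 1 α-hydroxylase, had a log2 signal of 7.37 ± 0.14 (SD, n = 15) in normal squamous mucosa and 7.12 ± 0.42 (SD, n = 17) in BE before supplementation. After supplementation it was at 7.30 ± 0.24 and 7.19 ± 0.30, a change of -0.07 (standard error 0.05) in normal squamous mucosa, with 11 of 15 subjects lower, and of 0.07 (standard error 0.07) in BE, with 11 of 17 higher. A signal on this scale includes background and cross-hybridization, so the arrays do not settle whether CYP27B1 RNA is present.
Neither change passed limma (p = 0.188 and 0.305), and the BE change was -0.08 in the smaller set of arrays, 0.15 in the larger set and 0.03 without replicate 15, and the squamous change was -0.04 without replicate 10. In the 15 subjects with both tissues CYP27B1 was lower in BE by -0.26 (standard error 0.11, adjusted p = 0.0681) in 12 subjects. The CYP27B1 change in BE minus normal squamous mucosa was 0.22 in the smaller set and -0.49 in the larger set, and it passed without replicate 1 (adjusted p = 0.0254) or without replicate 3 (adjusted p = 0.0179). Of 13 measured genes of vitamin D activation and signaling, 0 changed after supplementation in limma in either tissue, with 0 at an unadjusted p under 0.05. In BE 8 were higher and 5 lower, for example DHCR7, which diverts the precursor of vitamin D3 to cholesterol (0.25, standard error 0.14), the coactivator gene MED1 (0.13), the receptor partner gene RXRA (-0.06) and the hydroxylase gene CYP27A1 (-0.06). In normal squamous mucosa 7 were higher and 6 lower, with DHCR7 at 0.14 and the coactivator gene NCOA1 at -0.09. Between the tissues, CYP2R1, the gene of a liver 25-hydroxylase (-0.59), RXRA (-0.62), RXRB (-0.84) and NCOA1 (-0.76) were among 5 genes that passed on the lower side in BE, and VDR was the only gene of the list to pass on the higher side (0.38, standard error 0.13, adjusted p = 0.0305, higher in 9 of 15 subjects). VDR was at -0.10 in the smaller set and 0.62 in the larger set, and its change in BE minus normal squamous mucosa no longer passed without replicate 7, 8, 10, 11, 15, 16 or 17.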

Our results may have been biased towards the null as a result of the use of vitamin D supplements by some study subjects prior to enrollment. The use of multivitamins, which contain a low dose (400 IU) of vitamin D, likely had a negligible impact on serum 25-OH vitamin D levels based on a previous study.[54] Vitamin D supplements are commonly used. Indeed, the ongoing VITAL study (Vitamin D and Omega-3 Trial, clinicaltrials.gov NCT01169259), a large trial assessing the impact of 2,000 IU of daily vitamin D_3_ or omega-3 fatty acid supplementation on cancer, heart disease, and stroke, allows intake of up to 800 IU daily of non-study vitamin D supplements.[55] However, it is possible that subjects could have received treatment for vitamin D deficiency at some point prior to enrollment. In the current study, the upper range of baseline serum 25-OH vitamin D levels was 44.0 ng/mL. Moreover, to improve adherence, the duration of supplementation was 12 weeks based on dosing commonly used for vitamin D deficiency as well as previous BE chemoprevention trials using aspirin and metformin.[15, 56].

Chemoprevention is a potentially advantageous strategy that warrants investigation because BE is the only known precursor to EAC, which has risen dramatically in incidence and carries a poor prognosis. The importance of EAC prevention is reflected in gastrointestinal society guidelines which recommend ablation over surveillance for BE with HGD.[57, 58] Despite their effectiveness, ablative modalities require multiple treatments (and hence repeat endoscopies) and are not 100% effective.[7] Although vitamin D supplementation in comparison is well-tolerated and economical, the study’s results unfortunately do not support a role for vitamin D supplementation in EAC chemoprevention. A larger sample size may have been needed to see an effect; the sample size calculation was based on colonic 15-PGDH mRNA levels, the best data available at the time the study was designed. 

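The change of HPGD differed far more between subjects in BE than in normal squamous mucosa. In BE it ran from -3.30 to 2.65, with an SD of 1.38 (n = 17), and in normal squamous mucosa from -0.70 to 1.16, with an SD of 0.51 (n = 15). The ratio of the SDs was 2.72 (permutation test for a larger SD in BE only, p = 0.0155). This test did not take into account that most subjects gave both tissues. In BE the change of HPGD went with the change of the intestinal list, whose genes mark enterocytes and goblet cells. The intestinal score itself differed between the paired biopsies with an SD of 1.33 in BE and 0.11 in normal squamous mucosa.
With the SD seen in BE, 17 pairs give a power of 80% for a change of 1.00 on the log2 scale, which is 2.00-fold, and 46 pairs would be needed for the planned rise of 50%. The power for that rise was 37.7% in BE and 98.6% in normal squamous mucosa, where 1.31-fold was detectable and 9 pairs suffice. Without any 1 subject the detectable BE change lay between 0.86 and 1.07, and it was 1.45 and 1.49 in the smaller and larger sets of arrays alone, which hold fewer subjects. Over the 17 subjects Pearson's r between the changes of HPGD and of the intestinal score was 0.88 (permutation p = 1e-05, the smallest 100000 resamples can give) and Spearman's rho was 0.84 (permutation p = 8e-05). The Benjamini-Hochberg adjusted p over 7 relations was 7e-05, and r was 0.71 without the 2 subjects farthest from the median. Within the sets r was 0.65 (rho 0.77) in 6 subjects (exact permutation p = 0.15 and 0.103) and 0.96 (rho 0.94) in 11 subjects (permutation p = 3e-05 and 0.00013).

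**Figure D4:**
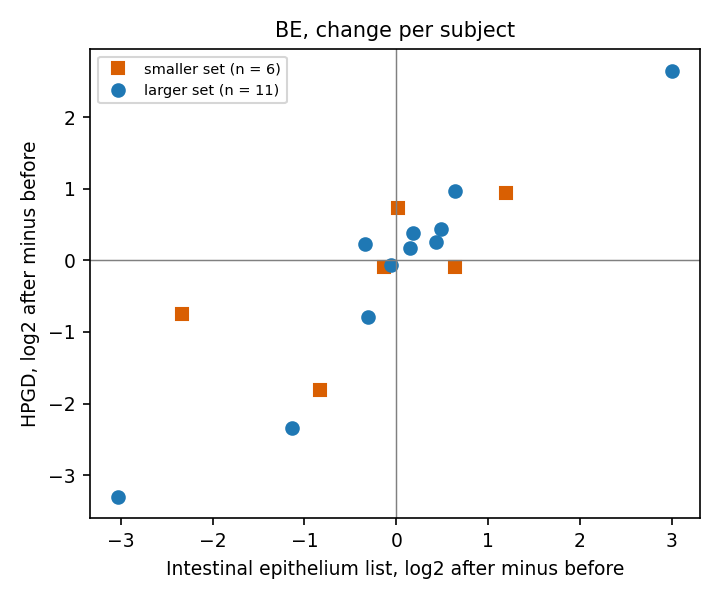
Change of HPGD (vertical axis, log2) against the change of the mean of the intestinal epithelium list (horizontal axis, log2) in BE after vitamin D supplementation. Each point is a subject, with 6 squares and 11 circles for the 2 sets of BE arrays. Over all 17 subjects r is 0.88.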

Alternatively, it is possible that higher post-supplementation serum 25-OH vitamin D levels would have been needed to see an effect at the tissue level.

Although this pilot study did not find significant changes in gene expression with vitamin D supplementation for BE, the results add to existing chemoprevention studies in this field.[15, 16, 56] To our knowledge, no prior studies have evaluated the *in vivo* effects of vitamin D supplementation on BE. Study participants were recruited from multiple centers. The study was conducted in northeast Ohio, an area in the United States with higher risk for vitamin D deficiency due to its northern climate and latitude. The study was limited by its non-randomized, non placebo-controlled design. However, the endpoints were objective measures, and the paired design removed bias due to inter-subject variability. 

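In normal squamous mucosa the 2 arrays of a subject resembled each other, with a correlation over 0.1 in 15 of 15 pairs once probe set means were removed, whereas in BE much of the likeness came from the 2 sets of arrays. Within these sets 4 of 6 and 7 of 11 BE pairs were over 0.1, the lowest was -0.65, and over all BE arrays 4 of 17 matched their own pair best. Some spread between subjects was left in the paired differences. For the median probe set in BE the SD between subjects was 0.39 before supplementation and the SD of the paired differences was 0.34 (n = 17). The same SDs in normal squamous mucosa were 0.18 and 0.23 (n = 15). A difference combines 2 arrays, so these SDs are not like for like, and the variance ratios given below are. Expression before and after correlated positively over subjects for 93.0% of probe sets in BE and 78.3% in normal squamous mucosa, with a median r of 0.54 and 0.26, where probe sets are not independent replicates. In BE that median was 0.06 within the smaller set of arrays and 0.14 within the larger set, so most of it separates the sets.
For HPGD, r between the level before and the level after was 0.90 in normal squamous mucosa and 0.15 in BE (-0.10 and -0.14 within the sets), and its SD in BE was larger for the differences (1.38) than for the levels before (0.98). The variance of the paired difference relative to that between unpaired biopsies had a median of 0.75 in normal squamous mucosa and 0.47 in BE, or 0.95 and 0.86 within the sets. Without the pairing as a block, limma still called 0 probe sets in BE and 0 in normal squamous mucosa after supplementation.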

Recruitment was challenging due to the requirement for subjects to undergo a second EGD for research purposes; the initial exclusion of patients unable to abstain from NSAIDs during the study was lifted to improve accrual, but NSAID use could have impacted the results. Although our results may not necessarily be generalizable due to the limited sample size, the baseline characteristics of our participants (male predominance, older age, and white race) reflect the typical BE population.

## Conclusions

In conclusion, supplementation with vitamin D_3_ 50,000 IU weekly in conjunction with daily PPI for up to 12 weeks was well tolerated in BE patients with or without dysplasia. However, this regimen did not lead to improvements in gene expression. Despite a potential association between vitamin D deficiency and esophageal cancer risk, the results of this study do not support the use of a 12-week course of vitamin D supplementation for EAC chemoprevention. Nonetheless, given the dismal outcomes associated with EAC, additional chemoprevention studies are warranted. Future studies could also evaluate the impact of vitamin D status on Barrett’s esophagus risk or assess the effect of changes in 15-PGDH expression on esophageal adenocarcinoma risk within individuals over time.

## Supporting information

S1 File Supplementary methods. (DOC) Click here for additional data file.

S2 File TREND checklist. (PDF) Click here for additional data file.

S3 File Protocol. (DOC) Click here for additional data file.

# Supplementary material for: A nonrandomized trial of vitamin D supplementation for Barrett’s esophagus
**Source:** PLoS One. 2017 Sep 18;12(9):e0184928. doi: 10.1371/journal.pone.0184928
**Supplement:** S1 File

Supplementary Methods

RNA isolation

RNA isolation using the mirVana miRNA Isolation Kit (Life Technologies, Carlsbad, CA) was performed with the following modifications. Frozen specimens were placed in 2 ml-capacity round-bottom microfuge tubes along with 1 ml of mirVana lysis buffer. A single large steel ball was placed inside each tube. Tubes were loaded onto the TissueLyser II (Qiagen, Valencia, CA) and the tissues were disrupted by subjecting the tubes to 2 cycles of 2 minutes at 180 cycles/minute of high speed shaking.  Significant foaming occurred. Tubes were set on ice for 30 minutes to allow the foam to abate. The lysate was then removed by pipet to a fresh microfuge tube and further processed according to the mirVana manufacturer’s instructions. Each batch included pre- and post-vitamin D samples from a given patient. RNA was eluted from the spin columns using 30 μl of RNase free water.

Immunohistochemistry

Immunohistochemical analysis for 15-PGDH was performed in the Case CCC Tissue Procurement and Histology Core Facility. Tissue sections were deparaffinized in xylene and rehydrated through graded ethanols to dH2O. Antigen retrieval was performed using a pressure cooker and Citrate retrieval buffer (pH 6.0). Endogenous peroxidase activity was quenched using 3% hydrogen peroxide. Background noise was suppressed with a casein based blocking reagent. 15-PGDH staining was performed using a mouse monoclonal antibody developed in Dr. Sanford Markowitz’s laboratory diluted at 1:800 and incubated overnight at 4⁰C. Detection of antibodies was accomplished using horseradish peroxidase-conjugated polymer technology (BioCare Medical) and visualized with 3,3’-Diaminobenzidine (DAB) chromogen. Nuclear counterstaining was done using Hematoxylin. Colon mucosa was used as a positive control for 15-PGDH.

# Supplementary material for: A nonrandomized trial of vitamin D supplementation for Barrett’s esophagus
**Source:** PLoS One. 2017 Sep 18;12(9):e0184928. doi: 10.1371/journal.pone.0184928
**Supplement:** S2 File

## TREND Statement Checklist

| Paper Section/<br>Topic                                             | Item No | Descriptor                                                                                                                                     | Reported?                                                                           |      |
|---------------------------------------------------------------------|---------|------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|------|
|                                                                     |         |                                                                                                                                                |  | Pg # |
| Title and Abstract                                                  |         |                                                                                                                                                |                                                                                     |      |
| Title and Abstract                                                  | 1       | • Information on how unit were allocated to interventions                                                                                      | X                                                                                   | 5    |
|                                                                     |         | • Structured abstract recommended                                                                                                              | X                                                                                   | 2    |
|                                                                     |         | • Information on target population or study sample                                                                                             | X                                                                                   | 5    |
| Introduction                                                        |         |                                                                                                                                                |                                                                                     |      |
| Background                                                          | 2       | • Scientific background and explanation of rationale                                                                                           | X                                                                                   | 3-4  |
|                                                                     |         | • Theories used in designing behavioral interventions                                                                                          | X                                                                                   | 4    |
| Methods                                                             |         |                                                                                                                                                |                                                                                     |      |
| Participants                                                        | 3       | • Eligibility criteria for participants, including criteria at different levels in recruitment/sampling plan (e.g., cities, clinics, subjects) | X                                                                                   | 5    |
|                                                                     |         | • Method of recruitment (e.g., referral, self-selection), including the sampling method if a systematic sampling plan was implemented          | X                                                                                   | 5    |
|                                                                     |         | • Recruitment setting                                                                                                                          | X                                                                                   | 5    |
|                                                                     |         | • Settings and locations where the data were collected                                                                                         | X                                                                                   | 5-6  |
| Interventions                                                       | 4       | • Details of the interventions intended for each study condition and how and when they were actually administered, specifically including:     |                                                                                     |      |
|                                                                     |         | ○ Content: what was given?                                                                                                                     | X                                                                                   | 7, 9 |
|                                                                     |         | ○ Delivery method: how was the content given?                                                                                                  | X                                                                                   | 7    |
|                                                                     |         | ○ Unit of delivery: how were the subjects grouped during delivery?                                                                             | N/A                                                                                 |      |
|                                                                     |         | ○ Deliverer: who delivered the intervention?                                                                                                   | X                                                                                   | 6    |
|                                                                     |         | ○ Setting: where was the intervention delivered?                                                                                               | X                                                                                   | 6    |
|                                                                     |         | ○ Exposure quantity and duration: how many sessions or episodes or events were intended to be delivered? How long were they intended to last?  | X                                                                                   | 7    |
|                                                                     |         | ○ Time span: how long was it intended to take to deliver the intervention to each unit?                                                        | X                                                                                   | 7    |
| ○ Activities to increase compliance or adherence (e.g., incentives) | X       | 6                                                                                                                                              |                                                                                     |      |
| Objectives                                                          | 5       | • Specific objectives and hypotheses                                                                                                           | X                                                                                   | 4    |
| Outcomes                                                            | 6       | • Clearly defined primary and secondary outcome measures                                                                                       | X                                                                                   | 4    |
|                                                                     |         | • Methods used to collect data and any methods used to enhance the quality of measurements                                                     | X                                                                                   | 6-9  |
|                                                                     |         | • Information on validated instruments such as psychometric and biometric properties                                                           | X                                                                                   | 9    |
| Sample Size                                                         | 7       | • How sample size was determined and, when applicable, explanation of any interim analyses and stopping rules                                  | X                                                                                   | 9-10 |
| Assignment Method                                                   | 8       | • Unit of assignment (the unit being assigned to study condition, e.g., individual, group, community)                                          | X                                                                                   | 4    |
|                                                                     |         | • Method used to assign units to study conditions, including details of any restriction (e.g., blocking, stratification, minimization)         | X                                                                                   | 5-7  |
|                                                                     |         | • Inclusion of aspects employed to help minimize potential bias induced due to non-randomization (e.g., matching)                              | X                                                                                   | 18   |

## TREND Statement Checklist

|                      |    |                                                                                                                                                                                                                                                                                        |     |        |
|----------------------|----|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|--------|
| Blinding (masking)   | 9  | <ul style="list-style-type: none"><li>Whether or not participants, those administering the interventions, and those assessing the outcomes were blinded to study condition assignment; if so, statement regarding how the blinding was accomplished and how it was assessed.</li></ul> | X   | 8      |
| Unit of Analysis     | 10 | <ul style="list-style-type: none"><li>Description of the smallest unit that is being analyzed to assess intervention effects (e.g., individual, group, or community)</li></ul>                                                                                                         | X   | 9      |
|                      |    | <ul style="list-style-type: none"><li>If the unit of analysis differs from the unit of assignment, the analytical method used to account for this (e.g., adjusting the standard error estimates by the design effect or using multilevel analysis)</li></ul>                           | N/A |        |
| Statistical Methods  | 11 | <ul style="list-style-type: none"><li>Statistical methods used to compare study groups for primary methods outcome(s), including complex methods of correlated data</li></ul>                                                                                                          | X   | 9-10   |
|                      |    | <ul style="list-style-type: none"><li>Statistical methods used for additional analyses, such as a subgroup analyses and adjusted analysis</li></ul>                                                                                                                                    | N/A |        |
|                      |    | <ul style="list-style-type: none"><li>Methods for imputing missing data, if used</li></ul>                                                                                                                                                                                             | N/A |        |
|                      |    | <ul style="list-style-type: none"><li>Statistical software or programs used</li></ul>                                                                                                                                                                                                  | X   | 8-10   |
| Results              |    |                                                                                                                                                                                                                                                                                        |     |        |
| Participant flow     | 12 | <ul style="list-style-type: none"><li>Flow of participants through each stage of the study: enrollment, assignment, allocation, and intervention exposure, follow-up, analysis (a diagram is strongly recommended)</li></ul>                                                           | X   | Fig. 1 |
|                      |    | <ul style="list-style-type: none"><li><ul style="list-style-type: none"><li>Enrollment: the numbers of participants screened for eligibility, found to be eligible or not eligible, declined to be enrolled, and enrolled in the study</li></ul></li></ul>                             | X   | Fig. 1 |
|                      |    | <ul style="list-style-type: none"><li><ul style="list-style-type: none"><li>Assignment: the numbers of participants assigned to a study condition</li></ul></li></ul>                                                                                                                  | X   | Fig. 1 |
|                      |    | <ul style="list-style-type: none"><li><ul style="list-style-type: none"><li>Allocation and intervention exposure: the number of participants assigned to each study condition and the number of participants who received each intervention</li></ul></li></ul>                        | X   | Fig. 1 |
|                      |    | <ul style="list-style-type: none"><li><ul style="list-style-type: none"><li>Follow-up: the number of participants who completed the follow-up or did not complete the follow-up (i.e., lost to follow-up), by study condition</li></ul></li></ul>                                      | X   | Fig. 1 |
|                      |    | <ul style="list-style-type: none"><li><ul style="list-style-type: none"><li>Analysis: the number of participants included in or excluded from the main analysis, by study condition</li></ul></li></ul>                                                                                | X   | Fig. 1 |
|                      |    | <ul style="list-style-type: none"><li>Description of protocol deviations from study as planned, along with reasons</li></ul>                                                                                                                                                           | X   | 12     |
| Recruitment          | 13 | <ul style="list-style-type: none"><li>Dates defining the periods of recruitment and follow-up</li></ul>                                                                                                                                                                                | X   | 11     |
| Baseline Data        | 14 | <ul style="list-style-type: none"><li>Baseline demographic and clinical characteristics of participants in each study condition</li></ul>                                                                                                                                              | X   | 11     |
|                      |    | <ul style="list-style-type: none"><li>Baseline characteristics for each study condition relevant to specific disease prevention research</li></ul>                                                                                                                                     | X   | 11     |
|                      |    | <ul style="list-style-type: none"><li>Baseline comparisons of those lost to follow-up and those retained, overall and by study condition</li></ul>                                                                                                                                     | N/A |        |
|                      |    | <ul style="list-style-type: none"><li>Comparison between study population at baseline and target population of interest</li></ul>                                                                                                                                                      | X   | 11     |
| Baseline equivalence | 15 | <ul style="list-style-type: none"><li>Data on study group equivalence at baseline and statistical methods used to control for baseline differences</li></ul>                                                                                                                           | N/A |        |

## TREND Statement Checklist

|                         |    |                                                                                                                                                                                                                                                                                                                                |     |       |
|-------------------------|----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|-------|
| Numbers analyzed        | 16 | <ul style="list-style-type: none"> <li>Number of participants (denominator) included in each analysis for each study condition, particularly when the denominators change for different outcomes; statement of the results in absolute numbers when feasible</li> </ul>                                                        | X   | 12    |
|                         |    | <ul style="list-style-type: none"> <li>Indication of whether the analysis strategy was “intention to treat” or, if not, description of how non-compliers were treated in the analyses</li> </ul>                                                                                                                               | X   | 12    |
| Outcomes and estimation | 17 | <ul style="list-style-type: none"> <li>For each primary and secondary outcome, a summary of results for each estimation study condition, and the estimated effect size and a confidence interval to indicate the precision</li> </ul>                                                                                          | X   | 13    |
|                         |    | <ul style="list-style-type: none"> <li>Inclusion of null and negative findings</li> </ul>                                                                                                                                                                                                                                      | X   | 13    |
|                         |    | <ul style="list-style-type: none"> <li>Inclusion of results from testing pre-specified causal pathways through which the intervention was intended to operate, if any</li> </ul>                                                                                                                                               | N/A |       |
| Ancillary analyses      | 18 | <ul style="list-style-type: none"> <li>Summary of other analyses performed, including subgroup or restricted analyses, indicating which are pre-specified or exploratory</li> </ul>                                                                                                                                            | N/A |       |
| Adverse events          | 19 | <ul style="list-style-type: none"> <li>Summary of all important adverse events or unintended effects in each study condition (including summary measures, effect size estimates, and confidence intervals)</li> </ul>                                                                                                          | X   | 12    |
| <b>DISCUSSION</b>       |    |                                                                                                                                                                                                                                                                                                                                |     |       |
| Interpretation          | 20 | <ul style="list-style-type: none"> <li>Interpretation of the results, taking into account study hypotheses, sources of potential bias, imprecision of measures, multiplicative analyses, and other limitations or weaknesses of the study</li> </ul>                                                                           | X   | 14    |
|                         |    | <ul style="list-style-type: none"> <li>Discussion of results taking into account the mechanism by which the intervention was intended to work (causal pathways) or alternative mechanisms or explanations</li> </ul>                                                                                                           | X   | 15-17 |
|                         |    | <ul style="list-style-type: none"> <li>Discussion of the success of and barriers to implementing the intervention, fidelity of implementation</li> </ul>                                                                                                                                                                       | X   | 16-17 |
|                         |    | <ul style="list-style-type: none"> <li>Discussion of research, programmatic, or policy implications</li> </ul>                                                                                                                                                                                                                 | X   | 15-17 |
| Generalizability        | 21 | <ul style="list-style-type: none"> <li>Generalizability (external validity) of the trial findings, taking into account the study population, the characteristics of the intervention, length of follow-up, incentives, compliance rates, specific sites/settings involved in the study, and other contextual issues</li> </ul> | X   | 17-18 |
| Overall Evidence        | 22 | <ul style="list-style-type: none"> <li>General interpretation of the results in the context of current evidence and current theory</li> </ul>                                                                                                                                                                                  | X   | 17-18 |

From: Des Jarlais, D. C., Lyles, C., Crepaz, N., & the Trend Group (2004). Improving the reporting quality of nonrandomized evaluations of behavioral and public health interventions: The TREND statement. *American Journal of Public Health*, 94, 361-366. For more information, visit: <http://www.cdc.gov/trendstatement/>

# Supplementary material for: A nonrandomized trial of vitamin D supplementation for Barrett’s esophagus
**Source:** PLoS One. 2017 Sep 18;12(9):e0184928. doi: 10.1371/journal.pone.0184928
**Supplement:** S3 File

Study Title: Effect of Vitamin D Supplementation on 15-Prostaglandin Dehydrogenase Expression in Barrett’s Esophagus

## Background and Rationale

Esophageal adenocarcinoma (EAC) has dramatically tripled in incidence in the United States over the last 30 years and is strongly linked to its precursor metaplastic lesion, Barrett’s esophagus (BE), gastroesophageal reflux disease (GERD), and obesity. Given the overall poor prognosis associated with esophageal cancer, with a 5-year relative survival rate of <20% in the United States, inhibiting the progression of BE to esophageal adenocarcinoma would be ideal.

Chemoprevention is an attractive strategy for prevention of esophageal adenocarcinoma. In a rat model of Barrett’s esophagus, non-steroidal anti-inflammatory drugs (NSAIDs) reduced the risk of developing EAC. NSAIDs work by inhibiting prostaglandins through suppression of the two cyclooxygenase enzymes, COX-1 and COX-2; the latter has been shown to be overexpressed in Barrett’s esophagus and esophageal adenocarcinoma. Taken together, these studies suggest a role for the cyclooxygenase-2 (COX-2) pathway in EAC pathogenesis. Although celecoxib, a COX-2 inhibitor, was not found to prevent progression of BE to EAC, further studies in this area are warranted.

15-prostaglandin dehydrogenase (15-PGDH) is a tumor suppressor involved in degradation of intracellular prostaglandin E2 (PGE2), a prostaglandin in the COX-2 pathway that promotes tumorigenesis. 15-PGDH expression is decreased in Barrett’s esophagus with dysplasia. Although 15-PGDH expression by RT-PCR has not been evaluated in Barrett’s esophagus, data from colonic mucosa suggest a close correlation between levels by IHC and RT-PCR. This new data lends itself to therapeutic targets for EAC chemoprevention. Calcitriol, the active form of vitamin D, has been shown to induce 15-PGDH in prostate cancer cells, thereby decreasing pro-inflammatory prostaglandins. It is being studied as a therapeutic agent in prostate cancer. Low vitamin D levels have been associated with an increased risk for esophageal cancer, although no distinction was made between esophageal squamous cell carcinoma and adenocarcinoma. If vitamin D can induce 15-PGDH in the esophagus, it could potentially be used as a chemopreventive agent in Barrett’s esophagus.

As an initial study to evaluate the effects of vitamin D in Barrett’s esophagus, this project aims to assess 15-PGDH levels, vitamin D status and global gene expression in Barrett’s mucosa before and after vitamin D supplementation.

Primary Objective

To determine whether vitamin D supplementation with induces 15-Prostaglandin dehydrogenase expression in Barrett’s esophagus

Secondary Objectives

To determine the effects of vitamin D supplementation on vitamin D status and global gene expression

## Patient Selection

## Inclusion Criteria

1. Short-segment or long-segment Barrett’s esophagus confirmed by prior upper endoscopy showing salmon-colored distal esophageal mucosa and biopsies revealing intestinal metaplasia with goblet cells
2. Age ≥18 years
3. Willing to donate 90 mL of blood and endoscopic mucosal biopsies for research
4. Subjects may be taking calcium supplements or have previous history of hypercalcemia.
5. Subjects may have a history of prior malignancy except for esophageal adenocarcinoma.

Exclusion Criteria

1. Pregnancy
2. Age <18 years
3. Chronic liver disease (Child’s B cirrhosis)
4. Chronic kidney disease (creatinine ≥ 3.0 mg/dL)
5. Esophageal adenocarcinoma
6. Allergy to omeprazole or vitamin D
7. Unable or unwilling to provide informed consent
8. Hypercalcemia
9. Previous ablation for BE
10. Patients on >2000 IU/day of vitamin D supplementation for ≥4 weeks

Intervention

Potential subjects for the study will be identified from patients with previously diagnosed Barrett’s esophagus and may be contacted by mailings, phone calls, or approached in clinic to ascertain interest in participation. Potential subjects will be given the opportunity to review the informed consent form. If they are not considered medically essential, NSAIDs may be held during the study due to their effects on the cyclooxygenase-2 pathway, the pathway of interest in this study. Patients on chronic NSAIDs which cannot be discontinued can be in the study but must stay on a stable dose for the duration of the study (from 1 week prior to initial endoscopy until 2nd endoscopy).

How the deposited data were processed for this re-analysis (not part of the article)

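Gene expression was measured in research biopsies of BE mucosa and normal squamous mucosa from 21 subjects on 76 Affymetrix Human Gene 1.0 ST arrays. The 17 subjects with no dysplasia or low grade dysplasia took vitamin D3 for 12 weeks and gave 64 arrays, as 17 BE pairs and 15 normal squamous pairs. The 4 subjects with high grade dysplasia took it for 2 weeks and gave 12 arrays, as 3 BE pairs and 3 normal squamous pairs. The paper leaves the latter out of its expression results, and they appear only in the observations that follow.

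The values are log2 expression values made by the authors with Robust Multi-Chip Analysis, which corrects background, normalizes the arrays by quantiles and summarises the probes of each probe set, and they were used as deposited. The submitters' notes name RMA and affy, and their versions and the arrays that were normalized together are not given in the sources used here. According to the methods, RNA was isolated in 3 batches, the array facility did not know which samples were taken before and after, and arrays below the quality limit were removed with their matched pairs. The supplement states that a batch held a subject's samples from before and after the course, and which subjects shared a batch is not given in the sources used here. Each of 32321 probe sets has a value on each of 76 arrays. A table of probe annotations gave 1 gene symbol for 19158 probe sets, several for 1388 and none for 11775, which are unnamed here, and 0 list symbols needed updating. Probe sets with several symbols or none were left out of the tests, as were 24 probe sets of XIST and Y-linked genes, which leaves 19134 probe sets of 18381 genes.

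Subject, tissue and time come from the sample labels, and the pairs from the subject numbers in them. The pairing was checked on the values. After the mean of each probe set was removed, the median correlation between the arrays of a subject before and after was 0.70 in BE, where 15 of 17 pairs were over 0.1 and the lowest was -0.50, and 0.36 in normal squamous mucosa, where 15 of 15 were over 0.1. Arrays of other subjects had a median of -0.06 in BE and -0.02 in normal squamous mucosa. Within the 2 sets of BE arrays described below the same-subject median was 0.31 and 0.42, with 4 of 6 and 7 of 11 pairs over 0.1. A check of the sex-linked probe sets found that the arrays of 1 of 21 subjects did not match each other over all 24 probe sets and 0 did not over the 6 that most tissues express, a choice made after the former count was seen. The highest correlation between any 2 arrays was 0.992, so no array is a copy of another. The number of arrays limits the precision, and no detection p-values were used.

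The tests ran in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and the figures were drawn with matplotlib 3.10.9 and pandas 2.3.3. The comparisons were after minus before in BE and in normal squamous mucosa, BE minus normal squamous mucosa before supplementation in the 15 subjects with both tissues, and the BE change minus the squamous change in the same subjects. In the high grade dysplasia arm the same before and after comparisons were made, and its BE changes and its BE arrays before supplementation were compared with those of the other arm. Each used lmFit and eBayes with the subject as a block or on differences within subjects, two-sided, with Benjamini-Hochberg adjustment over the 19134 probe sets and a threshold of 0.05. The paired t-test of the methods was run beside it at the paper's raw threshold of 0.001. HPGD was also tested by permuting the signs of its paired differences. This was done with 100000 resamples for the 17 BE pairs and by full enumeration for the smaller groups. The detectable change of HPGD was computed for a power of 80% at a two-sided 0.05.

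Gene lists were written for vitamin D receptor targets, vitamin D activation and signaling, prostaglandin synthesis and breakdown, squamous, intestinal, gastric mucous and oxyntic epithelium, proliferation, apoptosis, T cells, B and plasma cells, macrophages and monocytes, mast cells, inflammatory cytokines, interferon response, stroma and smooth muscle, immediate early and heat shock genes, and red blood cells. These 18 lists hold 286 genes, of which 261 were measured. A gene with several probe sets was represented by the one with the highest mean over the 64 arrays. Lists were tested by camera with a preset correlation of 0.01 and again with an estimated correlation, and adjusted over the 18 lists. A score is the mean of a list's genes on an array. The lists, comparisons, tests, alternatives and the rule for naming genes were chosen before the data were examined.

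The rule names every gene the paper names, HPGD, PTGS1, PTGS2, VDR and CYP27B1, in every comparison. For the before and after comparisons it adds each gene past the raw threshold in the t-test or limma, or the 15 with the smallest limma p where a tissue has more, the 5 highest and 5 lowest mean changes, and the receptor targets CYP24A1, TRPV6, CYP3A4, CAMP and CD14. For the tissue comparison it adds the 10 largest changes each way among probe sets that passed and changed the same way in every subject. In each list it adds up to 4 members with the largest change in each direction. EXT1 is named outside the rule.

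The alternatives were all probe sets averaged per gene, array medians subtracted, quantile normalization of the arrays again, arrays after supplementation or the mean of both times for the tissue comparison, limma at the raw threshold, each subject left out in turn, a change of at least 2-fold, an estimated correlation in camera, array weights, eBayes with trend and robust, 1 fit over both tissues, the t-test with Benjamini-Hochberg adjustment, a score of squamous genes as a covariate, probe sets at or below the 50th percentile left out, all probe sets of the array tested, no block for the subject, and all arrays before supplementation without a block. Added after the data were seen were fits within each of 2 sets of BE arrays, the set as a term, 3 scores as covariates, array weights estimated gene by gene, the mean of a list in each subject with the signs permuted for the difference between the tissues' changes, each subject left out of the list tests, of the mean changes of named genes, of the interval of HPGD and of HPGD between the arms, and within the sets camera with an estimated correlation and a permutation of the sets over the list means of subjects. The sets were found on the unnamed probe sets over both arms. The smaller holds the BE arrays of 7 subjects and the larger those of 13.

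The comparisons were tested on simulated data, in which 200 genes were shifted by a known amount in arrays with the spread of the real ones, in 20 simulations each. A shift of 2-fold was recovered for 96.8% of the genes in BE, 99.8% in normal squamous mucosa, 97.2% between the tissues and 94.1% for the difference between the changes. In the high grade dysplasia arm it was 16.8% in BE and 72.9% in normal squamous mucosa, 57.8% for the difference between the arms' BE changes and 49.9% for that between their BE arrays before supplementation. Every call was in the direction of the shift. The median number of calls among the other genes was 1 in BE and 3.5 in normal squamous mucosa. An unshifted list of 25 genes was called by camera in 1 of 20 simulations in BE and 0 of 20 in normal squamous mucosa. The simulated lists were genes drawn at random, without the correlation between genes of the real lists, so they do not show what camera can find for those.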

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

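The comparison of the 2 sets of BE arrays, the tests of a batch and of high grade dysplasia behind it, the fits within the sets, the list tests by subject and those without single subjects were chosen only after the result was seen.

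In the 15 subjects with both tissues, 3 gene lists passed camera on the BE change minus the squamous change at the preset correlation. With the mean of a list in each subject as the unit none passed, with permutation p = 0.0323 for interferon (11 of 15 subjects higher), 0.0443 for red blood cell (11 of 15 lower) and 0.219 for immediate early genes (8 of 15 lower, mean difference -0.19), and adjusted p = 0.398, 0.398 and 0.931 over 18 lists. Interferon response genes were on the higher side by a median of 0.24 (11 of 13 genes, adjusted p = 7e-06, and 0.244 with an estimated correlation). Red blood cell genes were on the lower side by -0.20 (3 of 3 genes, adjusted p = 0.0259, and 0.511 with an estimated correlation), a call lost without replicate 2, 6 or 8 (adjusted p = 0.0715, 0.0576 and 0.108). Immediate early and heat shock genes were on the lower side by -0.16 (9 of 11 genes, adjusted p = 0.0127, and 0.606 with an estimated correlation), a call lost without replicate 2, 7, 8 or 16 (adjusted p = 0.194, 0.0583, 0.108 and 0.196). Other calls were gained. The stroma list (adjusted p = 0.0641) passed on the higher side without replicate 1, 3, 4, 7, 9, 11, 12 or 15. The squamous list passed on the higher side without replicate 8 and on the lower side without replicate 9. Intestinal, oxyntic, proliferation and apoptosis lists also passed without certain single subjects.

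The immediate early list was weighed further, since its genes respond to handling within minutes. Its mean change in BE was -0.24 (SD 0.50, 11 of 17 subjects lower, permutation p = 0.0594), with -0.19 in the 6 subjects of the smaller set (exact permutation p = 0.312), -0.27 in the 11 of the larger set (permutation p = 0.154) and -0.06 in normal squamous mucosa (permutation p = 0.41). Blood in the biopsies is argued against, since the list's change had r = -0.15 with that of red blood cell genes (permutation p = 0.555, adjusted p = 0.589 over 7 relations, rho = -0.55 with p = 0.0223, r = -0.76 without the 2 farthest subjects, -0.36 in 6 and -0.14 in 11 subjects of the sets), where shared blood calls for a positive relation. A differing makeup of the biopsies, as read by 3 epithelial scores, is argued against narrowly. The mean was -0.24 with the changes of these scores in the model (t-test of the regression intercept, p = 0.0484). The permutation p of the list without the scores was 0.0594, so the change itself is not firmly established. Handling at the endoscopy cannot be told apart from the rest, since the BE and squamous changes had r = 0.15 (permutation p = 0.589, rho = -0.05 with p = 0.873, r = -0.53 without the 2 farthest subjects, 0.29 in the 10 subjects of the larger set) with an interval too wide to decide, and an effect of the supplement stays open.

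The difference between BE and normal squamous mucosa itself differed between the subjects of the 2 sets of BE arrays for 8590 probe sets by a limma interaction term. Over both arms, the BE arrays of 7 subjects had a higher mean of the unnamed probe sets than those of 13, by 0.27 (95% interval 0.22 to 0.31), and the first component of the BE arrays held 60.9% of the variance. A batch of subjects that covers both tissues is argued against, since the normal squamous arrays of the same subjects differed by 0.036 (95% interval -0.009 to 0.081), and so is high grade dysplasia as the whole cause, since 6 of the subjects without it lie on the side of the 7 and 11 on the other. No dysplasia and low grade dysplasia were not separated here, so a difference between these 2 grades stays open. A different makeup of the biopsies, as read by 4 epithelial scores, is argued against as the whole cause. The scores took up little of the difference, which was 0.22 with them in the model. The sets were found on the same unnamed probe sets. The permutation p of 2e-04 and the interval of 0.22 to 0.31 are therefore no independent test of the split. A batch of BE arrays alone cannot be told apart from a biological difference between subjects in BE, since all 20 subjects have both BE arrays on 1 side. The sets follow the order of the subject numbers, with replicates 1 to 6 against 7 to 17 in the 12 week arm and replicate 1 against 3 and 4 in the high grade dysplasia arm. Processing in that order would give such a split, but which subjects shared a batch is not given in the sources used here.

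In the high grade dysplasia arm, which the paper does not analyse by array, the BE arrays before supplementation had higher squamous epithelium genes than those of the other arm, by a median of 2.70 (25 of 25 genes, 21 when adjusted over the list alone, 3 against 17 subjects, camera adjusted p = 0.0395 with an estimated correlation). Proliferation genes were higher by 0.56 (29 of 29 genes, 0 when adjusted over the list alone, camera adjusted p = 0.0395 with an estimated correlation). Both calls were lost without replicate 1, 3 or 4 of that arm (adjusted p = 0.139, 0.434 and 0.0862 for both lists), with medians of 3.76, 1.65 and 2.55 for squamous and 0.77, 0.29 and 0.58 for proliferation genes, so the size of the differences rests mostly on replicate 3. They were also lost without replicate 1, 2, 3, 4, 5, 9 or 12 of the other arm, the squamous call without replicate 7 and the proliferation call without replicate 8 (adjusted p = 0.0533 to 0.0847), while the medians there stayed at 2.61 to 2.72 and 0.54 to 0.59. No probe set passed limma's adjusted test in that comparison, with 274 at an unadjusted p under 0.05 and 4 at a raw p under 0.001 in an unpaired test.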

How the results depend on the processing

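The fits within the 2 sets of BE arrays, those with 3 scores or the set as a term, and array weights estimated gene by gene were chosen only after the data were seen. Of the values for single genes under the alternatives, 1235 kept the direction and side of the threshold, 17 lost the call, 11 gained it and 22 changed sign. Of the counts and main values, 32 moved, 2 changed sign and the rest kept both.

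After supplementation the limma count stayed 0 in BE under every alternative. In normal squamous mucosa it was 16 at the raw threshold and 0 to 1 with a subject left out, where the 1, without replicate 17, is TAPBP. The t-test count of 2 in BE was 4 with all probe sets, 1 with dim probe sets left out, 0 with Benjamini-Hochberg adjustment, and 9 and 4 in the smaller and larger sets of arrays. It ran from 1 to 5 with a subject left out, with 1 without replicate 1 or 9, 5 without replicate 4, 5 or 6, and 4 without replicate 12. The t-test count of 12 in normal squamous mucosa was 24 with all probe sets, 0 with Benjamini-Hochberg adjustment and 6 to 25 with a subject left out, with 19 without replicate 2, 7 without replicate 12, 6 without replicate 14 and 25 without replicate 17. The cause was not tested, apart from the number of probe sets tested.

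The HPGD change in BE, -0.15, was 0.0078 with array weights and ran from -0.32 to 0.051 with a subject left out, turning positive without replicate 16. The detectable change was 1.45 and 1.49 in the smaller and larger sets, which hold fewer subjects. The VDR change in BE, 0.02, was -0.054 in the larger set and ran from -0.030 to 0.10 with a subject left out, turning negative without replicate 7, 8, 9, 12, 14 or 15. The CYP27B1 change in BE was -0.077 in the smaller set.

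The number of probe sets that differ between BE and normal squamous mucosa, 7479, was 12948 with all probe sets, 4893 with dim ones left out and 1266 at 2-fold or more. It ran from 6814 to 7464 with a subject left out. The TRPV6 change in BE minus normal squamous, -0.01, was 0.023 over all arrays without a block, 0.090 after quantile normalization, 0.046 with medians subtracted, 0.12 in the smaller set and -0.056 to 0.051 with a subject left out, turning positive without replicate 7, 8, 11, 15 or 17. In the smaller set HPGD was at -0.27, VDR at -0.10, CYP27B1 at 0.22 and CYP24A1 at 0.34 (adjusted p = 0.0197). CAMP was at 0.74 in the smaller set and at -0.20 in the larger set. The HPGD change in BE minus normal squamous passed after quantile normalization (1.27, adjusted p = 0.0111) and the PTGS2 change in BE minus normal squamous passed with the arrays after supplementation (-0.29, adjusted p = 0.0397). The cause of these changes was not tested.

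Without the pairing as a block the number of probe sets that differ between BE and normal squamous mucosa was 7371, VDR (adjusted p = 0.0626) and CD14 no longer passed, and no other call changed except that 4 lists in place of 5 passed camera. With an estimated correlation 0 lists passed in BE after supplementation and 0 between the tissues, in place of 5 and 5. In the high grade dysplasia arm the BE count ran from 0 to 37 with a subject left out, 37 without replicate 3 and 1 without replicate 1. With array weights the number of probe sets whose BE change differs between arms was 6585, and the number of probe sets that differ between BE with high grade dysplasia and BE with low grade or no dysplasia was 7092, but the fit of the weights put nearly all weight on 1 array (effective number 1.53 and 1.90), and gene by gene they gave 247 and 555. Probe sets that are dim on these arrays carry little signal over background, and small changes in them are not resolved.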

Differences from the paper's values

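The paper reports 1 gene with a paired t-test p under 0.001 in BE, and the same test on the deposited values gave 2, CD2BP2 and PXYLP1. Both counts use the paper's stated threshold, and the paper does not name its gene. Among the alternatives set before the data were examined, the count was 1 with dim probe sets left out, without replicate 1 and without replicate 9. It stayed above the paper's value with array medians subtracted (2), with the squamous score as a covariate (2), with quantile normalization (3), with all probe sets (4) and without each of the other replicates (2 to 5), and it was 0 after Benjamini-Hochberg adjustment. For normal squamous mucosa the paper's count is 9 and that found here is 12, which is within 1.5 times. The count was 9 with array medians subtracted and without replicate 8. It was 24 with all probe sets and 14 with the squamous score as a covariate. It was 19, 14 and 25 without replicate 2, 15 or 17, and 0 after Benjamini-Hochberg adjustment. Under the other settings it ran from 6 to 13.

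The paper states that none of its genes changed in a single direction in all subjects. Of the 2 genes in BE 0 did. Of the 12 in normal squamous mucosa 11 changed both ways, and EXT1 was lower in 15 of 15 subjects (-0.11, t-test p = 0.000145), while over all probe sets chance gives 1.17 such genes. The paper does not list its 9 genes, so whether EXT1 is among them is not known.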

Other observations

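The relation of HPGD to the intestinal score the fits within the sets of BE arrays and the values without single subjects were chosen only after the result was seen, and the relation at baseline was added after that of the changes had been seen.

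Before supplementation HPGD was higher in BE than in normal squamous mucosa by 0.68 (standard error 0.34, adjusted p = 0.128, 9 of 15 subjects), with -0.27 in the smaller set of BE arrays and 1.16 in the larger set. The HPGD difference was larger and passed after quantile normalization of the arrays, so this call depends on the scaling. VDR, which the paper cites other studies for as higher in BE, was higher by 0.38 (standard error 0.13, adjusted p = 0.0305) in 9 of 15 subjects. The VDR difference was -0.10 in the smaller set of BE arrays and 0.62 in the larger set. Its call was lost without the pairing as a block and without some single subjects. CYP3A4 was higher by 1.34 (adjusted p = 0.0366), a call lost without replicate 3, 11, 15, 16 or 17, and CYP24A1 (-0.14), CAMP (0.12) and PTGS2 (-0.19, adjusted p = 0.133) did not pass. Of the 33 receptor targets 6 passed limma on the higher side, among them FBP1, a gene of gluconeogenesis (1.89), CLMN (1.78) and the calcium pump gene ATP2B1 (1.20), and 8 on the lower side, among them KLK6 (-2.38), SERPINB1 (-2.00), HILPDA (-1.80) and SLC37A2 (-1.42), and the balance turned to 11 higher and 6 lower after quantile normalization and to 9 and 7 with array medians subtracted.

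The paper cites a lower 15-PGDH in BE with high grade dysplasia from another study. In these arrays HPGD in BE before supplementation was lower in 3 subjects with high grade dysplasia than in 17 without it by -1.52 (standard error 0.65), which did not pass limma (adjusted p = 1.00). Replicate 1 of that arm carries most of this, since the difference was -0.50 (standard error 0.67) without it and -2.34 without replicate 3. VDR was at -0.22 (standard error 0.36) and CYP27B1 at 0.21. The squamous genes SPRR2A (4.26), KRT4 (3.47) and KRT13 (3.44) and the proliferation genes RRM2 (1.01), PLK1 (0.73) and MKI67 (0.71) were higher, none past the test over all probe sets, and the inducible nitric oxide synthase gene NOS2 (0.88) passed when adjusted over its list alone (adjusted p = 0.0259). Gastric mucous genes were lower in 10 of 10, by a median of -0.69 (camera adjusted p = 0.257 with an estimated correlation).

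After the 2 week course in the high grade dysplasia arm, 0 probe sets passed limma in BE (3 pairs, 171 at an unadjusted p under 0.05) and 0 in normal squamous mucosa (3 pairs, 1071). The BE count was above 0 without replicate 1 and without replicate 3, more so without replicate 3, so it depends on single subjects. HPGD changed by 1.11 in BE (2 of 3 subjects higher, exact permutation p = 0.5) and by -0.05 in normal squamous mucosa (exact permutation p = 0.75), and the smallest two-sided p that 3 pairs allow is 0.25. Squamous genes were lower in BE in 25 of 25, by a median of -0.80 (5 when adjusted over the list alone, camera adjusted p = 0.332 with an estimated correlation), and 8 of 10 gastric mucous genes were higher (median 0.60, camera adjusted p = 3.2e-06, 0.659 with an estimated correlation, and 0.127 without replicate 4), such as TFF1 (1.34) and VSIG1 (1.23). HBB was higher when adjusted over its list alone in BE (0.85) and in normal squamous mucosa (0.75), and PLA2G2A, a phospholipase gene, was at -1.24 in BE.

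The changes of HPGD in BE were spread more widely than in normal squamous mucosa, by a ratio of SDs of 2.72. A differing intestinal content of the paired biopsies is a candidate explanation, since the change of HPGD had r = 0.88 with that of the intestinal score, and 3 epithelial scores took up 79.4% of its variance and left an SD of 0.69. The relation with the squamous score had r = -0.17 (permutation p = 0.503, adjusted p = 0.589, rho = -0.45 with p = 0.0751, -0.28 without the 2 farthest subjects, -0.33 in 6 and -0.13 in 11 subjects of the sets) and that with the oxyntic score r = -0.67 (permutation p = 0.00632, adjusted p = 0.0111, rho = -0.40 with p = 0.116, -0.63 without the 2 farthest subjects, -0.49 in 6 and -0.70 in 11). A response that differs between subjects cannot be told apart from a relation present at baseline. With the intestinal score taken out, HPGD and the mean of the other 32 receptor targets changed together (r = 0.74, permutation p = 0.00067, adjusted p = 0.00234, rho = 0.77 with p = 0.00057, r = 0.48 without the 2 farthest subjects, 0.85 in 6 and 0.72 in 11), but their levels before supplementation were related too (r = 0.64, permutation p = 0.00555, adjusted p = 0.0111, rho = 0.64 with p = 0.00675, 0.62 without the 2 farthest, 0.76 in 6 and 0.63 in 11).

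Other splits of the same samples were drawn for each count. For BE minus normal squamous mucosa chance can be excluded, since 1 of 100 sign changes, the real split, gave a count as large as 7479 and the highest other gave 0. For the methods' t-test counts after supplementation it cannot be excluded. In BE 85 of 100 sign changes gave a t-test count as large as the real 2 (highest other 78), so some splits call many probe sets, which points to a structure among the subjects or to genes that vary together, and no test here separates these. In normal squamous mucosa 48 of 100 gave one as large as 12 (highest other 48). Every split reaches a limma count of 0, so the limma splits after supplementation say nothing about chance, with 100 of 100 in BE (highest other 0), 100 of 100 in normal squamous mucosa (highest other 2) and 100 of 100 for the difference between the tissues' changes (highest other 1). At an unadjusted p under 0.05, 98 of 100 sign changes gave as many probe sets as the 177 in BE (median of the others 491) and 26 of 100 as many as the 1020 in normal squamous mucosa (median of the others 821).

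In the high grade dysplasia arm the splits are too few, with 4 of 4 giving a count as large as 0 in BE (highest other 0) and 4 of 4 in normal squamous mucosa (highest other 3). For the difference between the arms the limma splits say nothing either, since the real counts are 0, with 100 of 100 for the BE changes and 100 of 100 for the BE arrays before supplementation (highest other 47). The highest other for the changes was 4219, which again points to such a structure or to genes that vary together. At an unadjusted p under 0.05, 89 of 100 splits gave as many probe sets as the 189 for the BE changes and 55 of 100 as many as the 274 for the BE arrays before supplementation, so chance cannot be excluded for these counts.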
